# Tissue fluidification promotes a cGAS–STING cytosolic DNA response in invasive breast cancer

**DOI:** 10.1038/s41563-022-01431-x

**Published:** 2022-12-29

**Authors:** Emanuela Frittoli, Andrea Palamidessi, Fabio Iannelli, Federica Zanardi, Stefano Villa, Leonardo Barzaghi, Hind Abdo, Valeria Cancila, Galina V. Beznoussenko, Giulia Della Chiara, Massimiliano Pagani, Chiara Malinverno, Dipanjan Bhattacharya, Federica Pisati, Weimiao Yu, Viviana Galimberti, Giuseppina Bonizzi, Emanuele Martini, Alexander A. Mironov, Ubaldo Gioia, Flora Ascione, Qingsen Li, Kristina Havas, Serena Magni, Zeno Lavagnino, Fabrizio Andrea Pennacchio, Paolo Maiuri, Silvia Caponi, Maurizio Mattarelli, Sabata Martino, Fabrizio d’Adda di Fagagna, Chiara Rossi, Marco Lucioni, Richard Tancredi, Paolo Pedrazzoli, Andrea Vecchione, Cristiano Petrini, Francesco Ferrari, Chiara Lanzuolo, Giovanni Bertalot, Guilherme Nader, Marco Foiani, Matthieu Piel, Roberto Cerbino, Fabio Giavazzi, Claudio Tripodo, Giorgio Scita

**Keywords:** Cellular motility, Biomaterials - cells, Cancer

## Abstract

The process in which locally confined epithelial malignancies progressively evolve into invasive cancers is often promoted by unjamming, a phase transition from a solid-like to a liquid-like state, which occurs in various tissues. Whether this tissue-level mechanical transition impacts phenotypes during carcinoma progression remains unclear. Here we report that the large fluctuations in cell density that accompany unjamming result in repeated mechanical deformations of cells and nuclei. This triggers a cellular mechano-protective mechanism involving an increase in nuclear size and rigidity, heterochromatin redistribution and remodelling of the perinuclear actin architecture into actin rings. The chronic strains and stresses associated with unjamming together with the reduction of Lamin B1 levels eventually result in DNA damage and nuclear envelope ruptures, with the release of cytosolic DNA that activates a cGAS–STING (cyclic GMP-AMP synthase–signalling adaptor stimulator of interferon genes)-dependent cytosolic DNA response gene program. This mechanically driven transcriptional rewiring ultimately alters the cell state, with the emergence of malignant traits, including epithelial-to-mesenchymal plasticity phenotypes and chemoresistance in invasive breast carcinoma.

## Abstract (web summary)

Tissue fluidification in invasive breast carcinoma is accompanied by mechanical stresses that compromise nuclear integrity and liberate DNA, resulting in the activation of a pro-inflammatory response that shape tumour evolution and progression.

## Main

The mechanical properties of cells and tissues are pivotal regulators of cell behaviour and fate in physiology and pathology, including during carcinogenesis^1^. Normal epithelial tissues frequently evolve into solid or jammed masses that are densely packed with cancer cells. To become malignant, a certain degree of fluidity is required for a tissue to be able to proliferate, migrate and disseminate. A recently discovered process by which cells can acquire migratory behaviour is cellular unjamming, a phase transition characterized by collective and cooperative cellular motion akin to fluid flow^2–6^. Whether and how unjamming impacts the acquisition of heritable changes that influence tissue state and malignant progression remains unclear.

Ductal adenocarcinoma in situ (DCIS), a precursor of invasive breast cancer, is a remarkable case in point. Firstly, DCISs typically grow at high cell density within the confinement of the mammary duct lumina (for example, comedonic growth)^7^. These conditions might expose DCIS to overcrowding and compressive mechanical stresses that impact their physical state favouring a transition to a solid (jammed) and kinetically arrested state^2,4,8^. Consistently, nearly 70% of DCISs are indolent, quasibenign lesions^9^. This suggests that packing and extreme confinement exert tumour-suppressive functions. However, 30% of these cancers overcome the caging imposed by the crowded cellular landscape of packed DCIS, by undergoing a solid-to-liquid (jammed–unjammed) phase transition, which facilitates the acquisition of cell locomotion and progression to invasive ductal carcinoma (IDC)^2^.

We hypothesize that this material-like phase transition is an adaptive response to mechanical challenging conditions that, in addition to promoting collective dissemination of early lesions, as previously shown^2^, would also coincidentally result in a long-term, cGAS–STING-mediated, transcriptional-dependent phenotype switch in invasive breast carcinoma.

## Tissue fluidification induces a cytosolic DNA response

The expression of the small G protein RAB5A, a pivotal regulator of endosome biogenesis upregulated in human breast cancer and associated with decreased disease-free survival^10^, is sufficient to overcome kinetic and proliferation arrest in densely packed epithelia^2,6^. RAB5A does so by triggering a mechanically driven phase transition from a solid (or jammed) and immobile state to a flocking-fluid, hyper-motile state that is analogous to animal flocking^2,6,11–13^. Molecularly, this is mediated by the endocytic function of RAB5A, which promotes the internalization of epidermal growth factor receptor (EGFR) into endosomal platforms for the prolonged activation of ERK1/2 and the actin nucleation promoting complex WAVE2. This, in turn, enhances lamellipodia that drive coordinated cell locomotion^2^. In breast carcinoma, tissue fluidification-via-flocking promotes collective motility and local invasiveness of DCIS^2^. We posit that this mechanically driven solid-to-fluid transition might also rewire the transcriptional state of early indolent lesions promoting a phenotypic switch that impacts tumour progression.

To address this possibility, we examine the transcriptional profile of densely packed epithelial monolayers formed by quasi-normal MCF10A cells and the respective oncogenic variant MCF10.DCIS.com cells. 

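RNA was sequenced from 12 monolayers, 3 control (CTR) and 3 RAB5A replicates of each cell line. MCF10A is an immortalized, non-tumorigenic human breast epithelial line. MCF10.DCIS.com belongs to the same lineage and forms lesions that resemble ductal carcinoma in situ when grafted into mice. The CTR cells carried the empty vector, and RAB5A was induced with 2.5 μg/ml doxycycline for 48 h. The methods of the RNA sequencing do not say whether the CTR cells also received doxycycline. Elsewhere the paper states that control and RAB5A cells were treated equally, and it describes doxycycline-treated control cells in other experiments. These statements speak against an effect of doxycycline itself, but they do not name these libraries, so it is not excluded. Polyadenylated RNA was made into stranded paired-end libraries, and the authors aligned the reads to GRCh38 with STAR in its gene-counting mode. The authors deposited the resulting raw counts for 26485 gene symbols in each library, with no normalization. In this mode STAR counts a read only when it maps to 1 place and overlaps 1 gene. The methods do not name the annotation or which strand column of STAR's table was kept. The antisense gene TSIX held between 46.1% and 83.6% as many counts as XIST, so the values of overlapping and antisense genes are uncertain.
The counts on genes added up to between 37421211 and 43666592 per library in CTR MCF10.DCIS.com cells (median 39585856) and between 37845438 and 42054915 in RAB5A cells (median 38533060). In MCF10A the totals ran from 15809298 to 42812468 in CTR (median 34392486) and from 32930357 to 41171716 in RAB5A (median 39296258). The smallest library was CTR replicate 3 of MCF10A. Over the 12 libraries the mean was 37126600. A floor of 3 counts corresponded to 0.0687 CPM (counts scaled to the library size) in the deepest library and 0.190 CPM in the shallowest. Such floors cover counting error only.
Across genes, which are not independent replicates, log2 CPM of replicates of 1 group correlated with a Pearson's r of 0.972 to 0.996. No pair of libraries differed by less than the sampling noise (chi-square per degree of freedom of 4.01 or more), and each was counted as 1 replicate. RAB5A replicate 2 of MCF10.DCIS.com was the library farthest from its group, and across genes its deviation correlated with gene GC content (r = 0.552), as did that of RAB5A replicate 1 in the opposite direction (r = -0.644). Counts were normalized by edgeR's TMM method, genes with few counts were removed by its filterByExpr function, and RAB5A was compared with CTR within each cell line by edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment. The labels number the replicates 1 to 3 in every group. Deviations from the group mean correlated across genes with an r of 0.283, 0.415 and 0.201 between the CTR and RAB5A libraries numbered 1, 2 and 3 in MCF10.DCIS.com. In MCF10A the values were -0.365, 0.412 and 0.155. The gene counts of each line and a number of the set scores and single genes are therefore given without and with the replicate number as a block in the model.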

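The RAB5A gene lies on chromosome 3 of GRCh38 between positions 19947097 and 19985175, and its mRNA was the first value read in each library. In MCF10.DCIS.com the raw RAB5A counts of replicates 1, 2 and 3 were 2214, 1863 and 2167 in CTR and 4780, 2665 and 4228 in RAB5A. In MCF10A they were 2897, 2343 and 1331 in CTR and 8468, 5058 and 8100 in RAB5A. After TMM normalization, the RAB5A level in MCF10.DCIS.com was 51.3 ± 1.68 CPM in CTR and 99.5 ± 28.0 CPM in RAB5A (SD, n = 3). The log2 fold change was 0.95 (standard error 0.21, adjusted p = 0.00966 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). With the replicate number as a block it was 0.91 (adjusted p = 0.00194 from the same edgeR test), and with 1 library left out in turn it stayed between 0.77 and 1.17. Among the other alternatives, the GC correction moved it most, to 1.12. In MCF10A the RAB5A level was 82.1 ± 8.38 CPM in CTR and 168 ± 25.3 CPM in RAB5A (SD, n = 3), a log2 fold change of 1.03 (standard error 0.13, adjusted p = 0.000141, edgeR quasi-likelihood test). The block gave 1.03 as well (adjusted p = 1.3e-09, same edgeR test). The fold change did not differ detectably between the lines (interaction term -0.069, adjusted p = 0.874, edgeR quasi-likelihood test over all 12 libraries). Counts from the endogenous gene and from the construct were not separated.

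**Figure D1:**
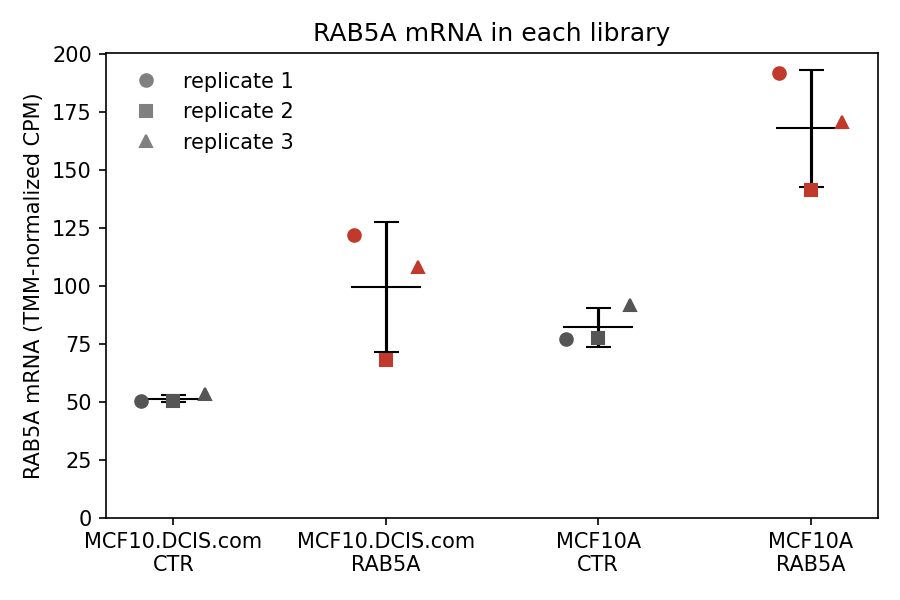
RAB5A mRNA in TMM-normalized CPM (y axis) in the 4 groups (x axis). Each point is a library, its shape gives the replicate number, and the horizontal lines and bars are the mean and SD of 3 replicates. RAB5A libraries of MCF10.DCIS.com lie between 68.1 and 122 CPM, all above the CTR libraries at 50.3 to 53.3 CPM, and those of MCF10A lie between 141 and 192 CPM, above CTR at 77.0 to 91.8 CPM.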

Both cell lines were engineered to express RAB5A in a doxycycline-inducible fashion to levels like those found in human breast cancer^2,10^. MCF10.DCIS.com cells express oncogenic T24-H-RAS and are used as models for the progression of DCIS to IDC^14^.

As expected, densely packed MCF10A and MCF10.DCIS.com monolayers are jammed and kinetically arrested^2,6^. Induction of RAB5A promoted the reawakening of collective motion via flocking^2,6^. This was accompanied by robust alterations in the transcriptional profile (Fig. 1a and Extended Data Fig. 1a–c). 

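Of 14983 genes tested in MCF10.DCIS.com, 5638 had an adjusted p below 0.05 in edgeR's quasi-likelihood test, 3063 higher and 2575 lower in RAB5A. Among them, 2314 changed by more than 2-fold, 1360 upward and 954 downward. With the replicate number as a block, 6631 genes passed. The count moved most when the test asked for a change larger than 1.5-fold (glmTreat), which left 2180 genes. In 53.6% of the genes tested, the 3 RAB5A libraries lay all above or all below the 3 CTR libraries, where chance gives 10%. In MCF10A, 8565 of 15087 genes passed, 4535 higher and 4030 lower, and 3604 of them changed by more than 2-fold, 2211 upward and 1393 downward. The block gave 8882 genes in this line. RAB5A and CTR libraries were separated for 62.3% of the genes. Log2 fold changes of the 2 lines correlated across 14289 genes tested in both (Pearson's r = 0.577, Spearman's rho = 0.453), and genes are not independent replicates.
GSDMA, on chromosome 17 between 39953263 and 39977768, was among the genes that rose most. Its level in MCF10.DCIS.com went from 0.693 ± 0.130 to 1476 ± 35.1 CPM (SD, n = 3), a log2 fold change of 11.04 (standard error 0.19, adjusted p = 3.0e-07, edgeR quasi-likelihood test). In MCF10A it went from 86.3 ± 5.07 to 4139 ± 145 CPM, a log2 fold change of 5.58 (standard error 0.12, adjusted p = 1.6e-08, same test). LINC00202-2 had no count in any CTR library of MCF10.DCIS.com and was at least 263-fold higher in RAB5A, at 19.7 ± 2.42 CPM. GENCODE lists this locus as FAM238B, a transcribed pseudogene on chromosome 10 between 26650554 and 26653383, and reads shared with near-identical copies would not have been counted. The deepest fall was that of SPARCL1, from 24.4 ± 3.62 to 0.247 ± 0.0530 CPM, with a log2 fold change of -6.61 (standard error 0.22, adjusted p = 3.5e-06, edgeR quasi-likelihood test). The 20 genes labelled in Fig. 1a were all higher in RAB5A, with log2 fold changes of 3.23 to 11.04 and of 3.23 to 11.05 with the block. In MCF10A, 18 of these 20 were higher and 2 were lower, PLA2G4E at -1.02 (adjusted p = 3.4e-05) and ITGA5 at -0.60 (adjusted p = 0.000505, edgeR quasi-likelihood test for both).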

Unexpectedly, gene set enrichment analysis (GSEA) revealed the interferon-stimulated gene signature (ISG) as the most significantly enriched in deregulated genes (Fig. 1b,c). 

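A hand-written list of 97 genes after the Hallmark interferon alpha response stood in for the Hallmark set, which was not used here. In MCF10.DCIS.com 93 of them were tested, and 75 were higher and 5 lower at an adjusted p below 0.05 over all genes (edgeR quasi-likelihood test). Adjusted over the list alone, 77 were higher and 6 lower. The median log2 fold change of the list was 1.69, with quartiles at 0.69 and 2.92. For the enrichment test, all genes were ranked by the signed square root of edgeR's F, whereas the paper ranked them by a moderated t-statistic. The normalized enrichment score from fgsea was 2.87 (adjusted p = 4.1e-27 over 6 sets, gene permutation). With the replicate block it was 3.01 (adjusted p = 2.7e-31 from fgsea). It was the smallest adjusted p of the 6 sets, ahead of a falling set of G2M-phase genes (score -2.84, adjusted p = 4.4e-15 from fgsea). Limma's camera test, which estimates the correlation between genes of a set, gave an adjusted p of 0.00684. The p-values from fgsea come from permuting genes, not libraries. Under the alternatives the score stayed between 2.58 and 3.02, the lowest with genes ranked by log2 fold change.
Among the genes of Fig. 1d, IFI6 reached the highest level, from 9.17 ± 1.76 to 1382 ± 417 CPM (SD, n = 3), a log2 fold change of 7.24 (standard error 0.31, adjusted p = 6.3e-06, edgeR quasi-likelihood test). ISG15, on chromosome 1 between 1001138 and 1014540, rose from 1.11 ± 0.219 to 277 ± 113 CPM, a log2 fold change of 7.95 (standard error 0.39, adjusted p = 1.1e-05, same test). The log2 fold changes of OASL, IFI27 and IFIT1 were 7.38, 7.35 and 6.80. Those of IFI44L, IFIT3 and IFI44 were 6.57, 6.36 and 4.67, and the largest adjusted p among these 6 genes was 4.3e-06 (edgeR quasi-likelihood test). With the block, the 8 genes with counts above the floor in CTR had log2 fold changes of 4.66 (IFI44) to 7.88 (ISG15). MX2, on chromosome 21 between 41361999 and 41409393, had no count in any CTR library and 187, 196 and 230 counts in the RAB5A libraries, at least 69.8-fold above the floor.

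**Figure D2:**
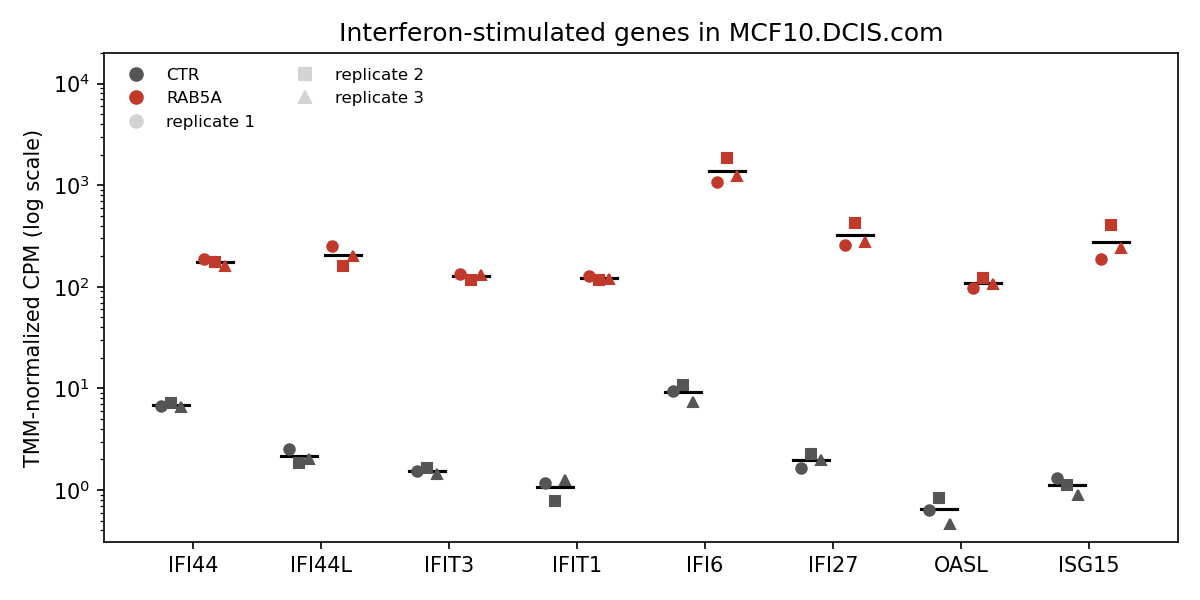
TMM-normalized CPM (y axis, log scale) of IFI44, IFI44L, IFIT3, IFIT1, IFI6, IFI27, OASL and ISG15 (x axis) in MCF10.DCIS.com. Each point is a library, in grey for CTR and red for RAB5A, its shape gives the replicate number, and the lines are means of 3 replicates. Every RAB5A library lies above every CTR library for each gene. On the log scale ISG15 spreads most among the RAB5A libraries, from 186 to 404 CPM.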

Noticeably, innate immune responses are also promoted by free endogenous DNA present in the cytosol, which is recognized as nonself^15^. We thus verified that RAB5A expression boosted a cytosolic DNA response (CytoDR) program (Fig. 1c). 

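The cytosolic DNA-sensing set was a hand-written list of 62 genes after the KEGG pathway of Fig. 1c, of which 41 were tested in MCF10.DCIS.com. In RAB5A, 16 were higher and 3 lower, with the same numbers when adjusted over the list alone (edgeR quasi-likelihood test). The median log2 fold change was 0.30, with quartiles at 0.029 and 0.72. The normalized enrichment score was 1.74 (adjusted p = 0.00323 from fgsea) and 1.82 with the replicate block (adjusted p = 0.00146 from fgsea). In camera the set did not pass the threshold (adjusted p = 0.147). Whether the correlation between its genes accounts for this was not tested.
The rise rested on part of the list. IL33, on chromosome 9 between 6215786 and 6257983, was at or below 3 counts in every CTR library and at 10.1 ± 2.73 CPM in RAB5A (SD, n = 3), at least 135-fold higher. IRF7 went from 10.6 ± 0.0777 to 104 ± 34.9 CPM, a log2 fold change of 3.29 (standard error 0.25, adjusted p = 6.9e-05, edgeR quasi-likelihood test). DDX58, the RIG-I gene, rose from 11.9 ± 0.369 to 163 ± 19.0 CPM, a log2 fold change of 3.77 (standard error 0.13, adjusted p = 3.5e-06, same test). CXCL10 and CCL5 were rare transcripts, at 1.62 ± 0.187 and 0.971 ± 0.0925 CPM in RAB5A, with log2 fold changes of 2.74 and 3.26 (adjusted p = 0.000109 and 0.000188, edgeR quasi-likelihood test). IFNL1, which the list does not hold, had 1 to 3 counts in CTR and 44 to 59 in RAB5A, at least 17.2-fold higher.
The sensor cGAS, listed as MB21D1, did not change detectably at the mRNA level, with 2.45 ± 0.209 CPM in CTR and 2.51 ± 0.0828 CPM in RAB5A and a log2 fold change of 0.037 (standard error 0.14, adjusted p = 0.863, edgeR quasi-likelihood test). STING, listed as TMEM173 on chromosome 5 between 139475533 and 139482935, rose by 0.92 on the log2 scale (standard error 0.14, adjusted p = 0.00189, same test). TBK1 did not change detectably (0.13, standard error 0.15, adjusted p = 0.537), and IRF3 rose by 1.11 (standard error 0.16, adjusted p = 0.00162, same test for both). The log2 fold changes of STAT2 and IRF9 were 1.90 and 2.56, with adjusted p-values of 3.5e-05 and 1.1e-05 from the same edgeR test. With the block, IRF3 stood at 1.09 and TMEM173 at 0.91, each with an adjusted p of 0.000522 or less. Because free endogenous DNA in the cytosol also promotes innate immune responses, the paper examined this set after the interferon-stimulated genes and states that RAB5A expression boosted a cytosolic DNA response.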

Determination of the mRNA levels of the selected most upregulated genes confirmed the effect of RAB5A-fluidification, and highlighted the massive increase in the expression of a number of these genes (Fig. 1d,e). The upregulation of ISG was also detected in fluidized MCF10A monolayers (Supplementary Fig. 1a,b) and in MCF10.DCIS.com cells grown as tumoroid (Extended Data Fig. 2a). 

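In MCF10A monolayers, 90 genes of the interferon list were tested, and 57 were higher and 5 lower in RAB5A (edgeR quasi-likelihood test, adjusted over all genes). Adjusted over the list alone, 58 were higher and 5 lower. The median log2 fold change was 0.79, and the normalized enrichment score was 2.53 (adjusted p = 9.3e-15 from fgsea). The replicate block gave a score of 2.56 (adjusted p = 9.0e-15 from fgsea), and camera an adjusted p of 0.0446. The score was lowest, at 2.00, among the alternatives when genes were ranked by log2 fold change. IFI6 rose from 1.81 ± 0.233 to 220 ± 35.5 CPM (SD, n = 3), a log2 fold change of 6.90 (standard error 0.18, adjusted p = 1.9e-08, edgeR quasi-likelihood test). IFI44 rose from 0.529 ± 0.122 to 32.6 ± 1.15 CPM, a log2 fold change of 5.93 (standard error 0.18, adjusted p = 2.3e-08, same test). For ISG15, OASL, IFIT1, IFIT3 and IFI27 the log2 fold changes were 3.89, 3.77, 3.72, 3.46 and 3.18, and the largest adjusted p was 3.0e-06 (edgeR quasi-likelihood test). With the block they were 3.87, 3.80, 3.71, 3.46 and 3.20. IFI44L had no count in CTR and was at least 25.1-fold higher in RAB5A, at 2.91 ± 0.237 CPM. MX2 stayed rare, with 4, 0 and 0 counts in CTR and 25, 10 and 16 in RAB5A (log2 fold change 2.96, standard error 0.72, adjusted p = 0.00592, same edgeR test). BST2, which was at 150 ± 12.8 CPM in CTR MCF10.DCIS.com cells, rose in MCF10A from 0.142 ± 0.0665 to 14.7 ± 3.08 CPM. Tumoroid samples were not analysed here.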

In all these conditions, we have previously shown that RAB5A expression is sufficient to promote a solid-to-liquid transition via flocking and persistent rotational collective motion^2,6^.

**Fig. 1:**
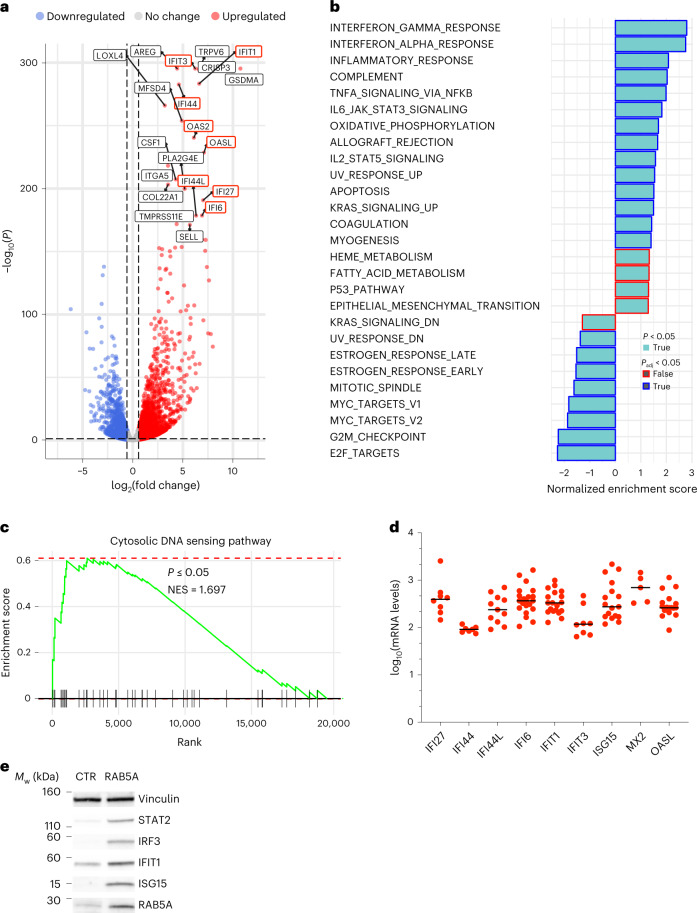
Tissue fluidification induces a CytoDR gene signature. **a**, Volcano plot of differentially expressed genes (DEG) in control and RAB5A-expressing MCF10.DCIS monolayers. All significantly RAB5A-expressing deregulated genes are in red (upregulated) and blue (downregulated). Enrichment (log_2_(fold change)) is plotted on the *x*-axis and significance (Wald test –log_10_(p-value two-sided)) is plotted on the *y*-axis. Labels are the most upregulated genes. Outlined in red are interferon-stimulated genes. **b**, GSEA of DEGs in RAB5A-expressing MCF10.DCIS.com monolayer over control cells. GSEA was performed using the Hallmarks pathway gene sets in the GSEA Molecular Signatures Database. Moderated *t*-statistic was used to rank the genes. Significantly enriched pathways are reported (one-sided *P* < 0.05) with the bar outline colour corresponding to the BH-adjusted *P* value. *P* values were calculated as the number of random genes with the same or more extreme enrichment score (ES) value divided by the total number of generated gene sets. **c**, GSEA enrichment plot of differentially expressed genes in RAB5A-expressing MCF10.DCIS.com monolayer using the KEGG (Kyoto Encyclopedia of Genes and Genomes) cytosolic DNA-sensing pathway (hsa04623). The green curve corresponds to the ES curve, which is the running sum of the weighted ES obtained from GSEA software, while the normalized ES (NES) and the corresponding one-sided *P* value are reported within the graph. **d**, Scatter plots of mRNA expression levels of *IFI27*, *IFI44*, *IFI44L*, *IFI6*, *IFIT1*, *IFIT3*, *ISG15*, *MX2* and *OASL* determined by qRT-PCR in RAB5A-expressing MCF10.DCIS monolayers relative to control cells. Data are expressed as log_10_ values, horizontal lines represent group medians. Each dot represents an independent experiment. Values were normalized to the controls of each experiment. **e**, Immunoblots of lysates from control (CTR) and RAB5A-expressing (RAB5A) MCF10.DCIS.com monolayers with the indicated antibodies (*n* = 3 independent experiments). *M*_w_ is indicated on the left. Source data

RAB5A upregulated CytoDR genes only mildly in sparse cells (Extended Data Fig. 2b), suggesting that this response is an emergent property of epithelial cell collectives and associated with tissue fluidification. To further explore this property, we correlated the expression of CytoDR genes and flocking motion (measured using the average migration speed *v*_m_ of the entire cell collectives) as a function of cell density. We found that above a critical density, which corresponds to a condition where cells form a system-spanning inter-connected cluster, there is a sharp increase in *v*_*m*_ (Extended Data Fig. 2c and Supplementary Video 1) and a concurrent elevation of CytoDR genes (Extended Data Fig. 2d). By contrast, CytoDR gene expression is diminished once RAB5A-expressing cells from compressed but flocking monolayers are replated sparsely (Extended Data Fig. 2e).

The induction of flocking motion via exposure to a hypotonic solution, which promotes tissues fluidification independently from RAB5A expression^6^, was sufficient to increase CytoDR gene expression (Extended Data Fig. 2f). Importantly, the concomitant expression of RAB5A and hypotonic treatment synergically activated flocking fluid motility, as revealed by the increase in typical quantities that measure collective motility, including the average migration speed *v*_m_, the velocity correlation length *L*_C_ and the root mean square amplitude of the velocity fluctuations *v*_rms_ (Extended Data Fig. 2g and Supplementary Video 2). The synergic increase in collective motility observed under these conditions also resulted in robust induction of CytoDR genes (Extended Data Fig. 2h).

We also studied HaCat keratinocyte cells. These cells undergo flocking after induction of RAB5A^6^, which is greatly enhanced following the addition of EGF to quiescent, serum-starved cells^16^ (Extended Data Fig. 3a–c and Supplementary Video 3). EGF addition promoted robust flocking (Extended Data Fig. 3a–c) but it was insufficient to induce CytoDR genes. CytoDR gene induction required the concomitant expression of RAB5A (Extended Data Fig. 3a–c).

Together, these results indicate that endocytic-mediated tissue fluidization via flocking can transcriptionally rewire cell collectives toward a cytosolic DNA response in several normal and tumorigenic epithelia.

## Tissue fluidification activates a cGAS–STING pathway

cGAS is an innate immune sensor of DNA that recognizes cytosolic DNA, resulting in the activation of STING. STING, in turns, activates TANK binding kinase 1 (TBK1) to phosphorylate the transcription factor interferon regulatory factor 3 (IRF3), which translocates to the nucleus to induce the expression of type I/III interferon and interferon-stimulated genes^17^.

To determine the involvement of the cGAS–STING axis in the activation of CytoDR due to RAB5A-mediated tissue fluidification, we used pharmacological and molecular genetic loss-of-function approaches targeting each component of the cGAS–STING–TBK1–IRF3 pathway. We silenced *cGAS*, *STING* or *IRF3* or treated cells with the cGAS inhibitor, RU.521, the STING antagonist, H-151, or the TBK1/IKK inhibitor, MRT67307, which impairs the phosphorylation of IRF3 (ref. ^18^). All these treatments robustly hampered the upregulation of CytoDR genes induced by tissue fluidification in MCF10.DCIS.com model tissues (Fig. 2a,b and Supplementary Fig. 1a). We also targeted key transcription factors acting downstream of the cGAS–STING axis, *IRF9*, *STAT1* and *STAT2*, which robustly reduced CytoDR gene upregulation (Fig. 2c and Supplementary Fig. 1a). Immunoblotting of cellular lysates of densely packed monolayers revealed that IRF3 and both the total and phosphorylated levels of STAT1, were elevated (Fig. 2d), consistent with this pathway being activated by RAB5A-mediated fluidification of MCF10.DCIS.com cell collectives.

**Fig. 2:**
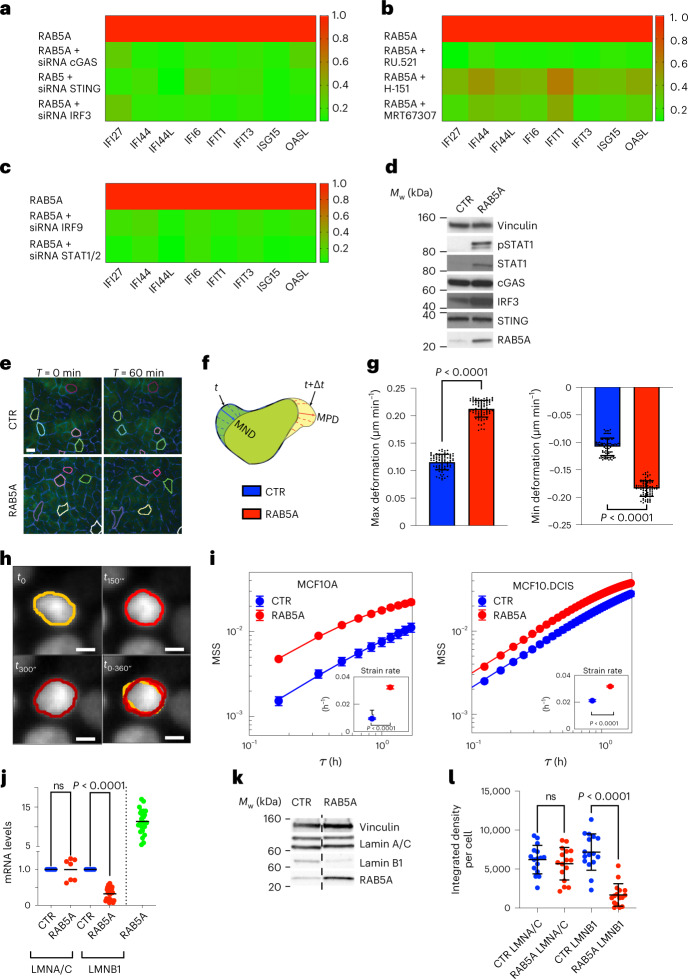
A cGAS–STING pathway mediates tissue fluidification-dependent CytoDR genes. **a**, Heatmap of CytoDR DEGs in RAB5A-MCF10.DCIS.com monolayers silenced for the indicated genes (Supplementary Fig. 1a). Data are the ratio of gene expression of each condition relative to mock-scramble-oligos-treated RAB5A-cells. The mean ± s.d. (*n* = 3 experiments); each-pair two-tailed Student’s *t*-test are in Source Data Fig. 2a. **b**, Heatmap of CytoDR DEGs in RAB5A-MCF10.DCIS.com monolayers treated with cGAS inhibitor RU.521(7 μg ml^–1^), or STING antagonist, H-151 (4 μg ml^–1^), or TBK1/IKK inhibitor, MRT67307 (20 μM). Data are the ratio of gene expression in each condition relative to vehicle-treated RAB5A-cells. The mean ± s.d. (*n* = 3 independent experiments), each-pair two-tailed Student’s *t*-test are in Source Data Fig. 2b. **c**, Heatmap of CytoDR DEGs in RAB5A-MCF10.DCIS.com monolayers silenced for the indicated genes. The data are the ratio of gene expression in each of conditions relative mock-scramble-oligos-treated RAB5A-cells. The mean ± s.d. (n = 7 experiments), each-pair two-tailed Student’s *t*-test are in Source Data Fig. 2c. **d**, Immunoblots of control- (CTR) and RAB5A-MCF10.DCIS.com monolayers with the indicated antibodies (*n* = 3 independent experiments). **e**, Still images of cell contours are indicated by pseudo-colouring of EGFP-CDH1, control- (CTR) and RAB5A-MCF10A cells (Supplementary Video 4). Scale bar, 10 μm. **f**, Scheme depicting cell maximum positive deformation (MPD) and negative deformation (MND). **g**, Data are the mean ± s.d. of MPD and MND (80 cells per condition in *n* = 4 independent experiments). Two-tailed Mann–Whitney non-parametric test. **h**, Consecutive frames (top-left, top-right and bottom-left subpanels) of the same RAB5A-expressing MCF10A nucleus (Supplementary Video 5). Continuous lines with different shades of red represent the profiles obtained via nuclear segmentations. In the bottom-right supanel is reported a superposition of the three profiles shown in the other subpanels. Scale bar, 5 μm. **i**, Comparison of the nuclear mean square strain (MSS) of control and RAB5A-MCF10A (left panel) or MCF10.DCIS.com (right panel) cell monolayers. The MSS is obtained by tracking and segmenting N nuclei over the time window 4–20 h (N > 5,000 and N > 1,000 for control- and RAB5A-MCF10A monolayers, respectively; >N700 and >N400 for control- and RAB5A-MCF10.DCIS.com monolayers, respectively). Continuous lines are best fitting curves to the data with an exponential model. Insets report the nuclear strain rate as mean ± s.d. (*n* = 10 randomly populated subsets of cells), two-tailed *t*-test. **j**, Levels of LMNA, LMNB1 and RAB5A mRNA in RAB5A- and control-MCF10.DCIS.com monolayers. The data are the mean (*n* = 7 for LMNA, *n* = 25 for LMNB1 *n* = 25 for RAB5A). Two-tailed Mann–Whitney non-parametric test. **k**, Immunoblots of control- and RAB5A-MCF10.DCIS.com monolayers with the indicated antibodies (*n* = 3 independent experiments). **l**. Scatter plot of the expression level of Lamin A/C and Lamin B1 in control and RAB5A-expressing MCF10.DCIS.com monolayers. Data are mean ± s.d. of the integrated density/cell measured in different FOV in *n* = 3 independent experiments, unpaired two-tailed *t*-test with Welch’s correction. *P* values are indicated in each graph. Source data

cGAS is activated by cytosolic DNA derived from invading microbes^19^, damaged mitochondria^20^, ruptured nuclei and micronuclei^20–22^, or self-DNA from engulfed tumour cells^23^. Nuclear damage frequently arises as a consequence of mechanically induced deformation^24,25^. We found no evidence of an altered number of micronuclei (Supplementary Fig. 1b,c). Fluidification-via-flocking is, instead, accompanied by large fluctuations in cell density^12^ and area (Fig. 2e–g and Supplementary Video 4), which might result in increased nuclear deformation. We developed an automated image analysis pipeline to monitor nuclear shape changes over time to verify this conjecture. In control and RAB5-expressing MCF10A and MCF10.DCIS.com monolayers, tissue fluidification-via-flocking resulted in larger and faster deformations (Supplementary Video 5), which were measured by estimating the mean squared nuclear strain $$MSS(\tau ) \equiv \left\langle {\left\langle {{\Delta}a_n^2(\tau |t)} \right\rangle _n} \right\rangle _t$$ for different delay times *τ* and extracting the corresponding strain rate $$\dot \gamma _0 \cong MSS(\tau )/\tau$$ (Fig. 2h,i). In previous expressions, $${\Delta}a_n(\tau |t) \equiv \left[ {A_n(t + \tau ) - A_n(t)} \right]/\left\langle {A_n(t)} \right\rangle _t$$, where *A*_*n*_(*t*) is the projected area of the *n*-th nucleus at time *t* and the symbols $$\left\langle \cdot \right\rangle _n$$ and $$\left\langle \cdot \right\rangle _t$$ indicate averages performed over all the segmented nuclei and over time, respectively.

We also noticed that the expression of RAB5A resulted in a significant reduction of the mRNA levels of Lamin B1, but not of Lamin A/C, and of the protein levels measured by immunoblotting (Fig. 2j,k) and immunofluorescence (Fig. 2l and Extended Data Fig. 4a). The increased mechanical stress and reduced Lamin B1 levels might compromise nuclear integrity and result in more frequent ruptures of the nuclear envelope (NE), with the release of DNA into the cytoplasm that, in turn, can trigger cGAS activation. We verified this possibility in multiple ways.

Firstly, we expressed cGAS-fused to EGFP (EGFP-cGAS) and monitored its localization and distribution. In dense, kinetically arrested MCF10.DCIS.com monolayers and in sparsely seeded cells EGFP-cGAS displayed a primarily cytoplasmic diffuse staining, as expected^26,27^ (Fig. 3a). Conversely, a focalized perinuclearly restricted localization was seen after RAB5A induction in flocking-fluid monolayers, but not in sparsely seeded cells (Fig. 3a,b), similarly to what occurs after nuclear envelope ruptures^28^.

**Fig. 3:**
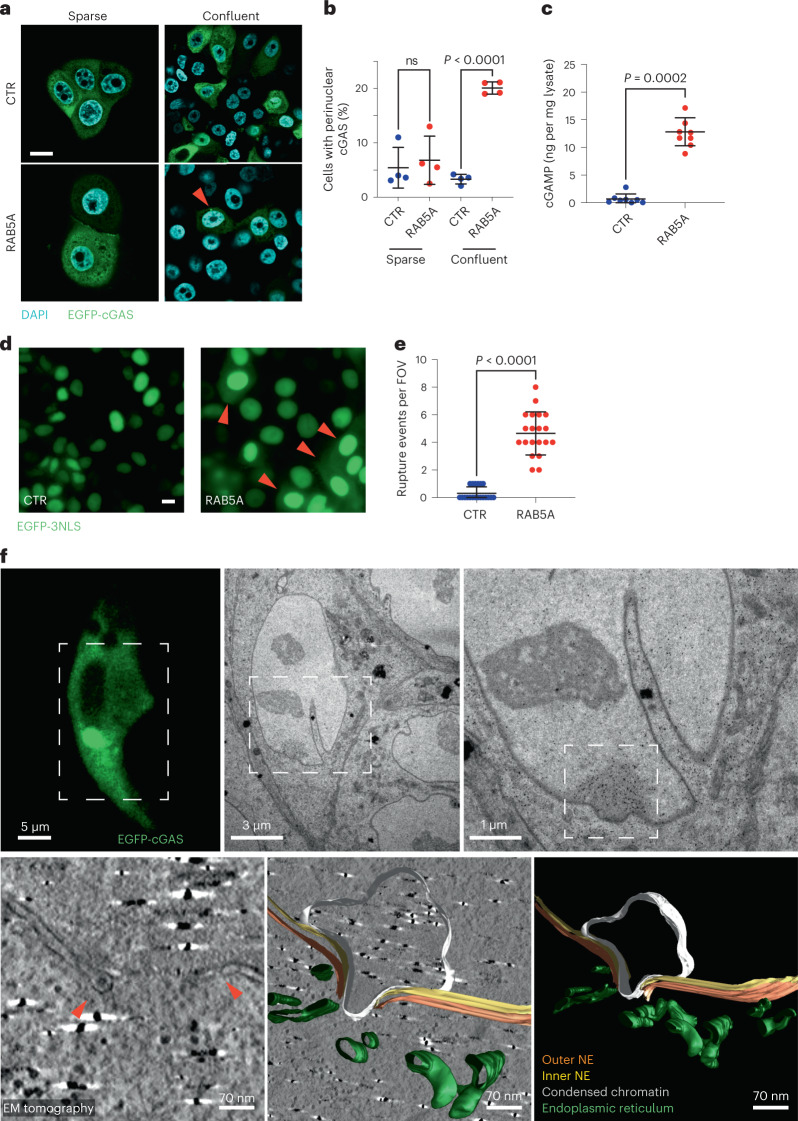
Nuclear envelope ruptures activate cGAS in fluidized monolayers. **a**, Immunofluorescence images of doxycycline-treated, EGFP-cGAS control (CTR) and RAB5A-expressing (RAB5A) MCF10.DCIS.com cells (*n* = 4 experiments) seeded either sparsely or as confluent monolayers. Scale bar, 10 μm. Red arrow point to EGFP-cGAS perinuclear foci **b**, Scatter plot of the percentage of MCF10.DCIS.com cells with perinuclear cGAS enrichment is expressed as the mean ± s.d. (>15 FOV per experimental condition in *n* = 4 independent experiments), unpaired two-tailed *t*-test with Welch’s correction. **c**, Quantification of cGAMP levels by ELISA from control (CTR) and RAB5A-expressing (RAB5A) MCF10.DCIS.com cell extracts. Data are the cGAMP amounts (ng) per mg of total cell extract expressed as the mean ± s.d. (*n* = 8 experiments), two-tailed Mann–Whitney non-parametric test. **d**, Snapshot of time-lapse (Supplementary Video 6) EGFP-3NLS-expressing control (CTR) and RAB5A MCF10.DCIS.com monolayers (*n* = 2 independent experiments), displaying events of NE rupture and EGFP-3NLS leakage (red arrowheads). Scale bar, 10 μm. **e**, Scatter plot of the number of nuclear envelope rupture events per FOV reported as mean ± s.d. (10 FOV per experimental conditions in *n* = 2 independent experiments), two-tailed Mann–Whitney non-parametric test. **f**, CLEM analysis of cGAS perinuclear foci. RAB5A-expressing MCF10.DCIS.com monolayers transfected with EGFP-cGAS were plated on MaTek dishes with grids. Cells identified on grids by confocal microscopy were processed for electron microscopy and *z*-axis serial sections were stained with gold-labelled anti-GFP antibody to detect EGFP-cGAS (right). Dashed boxes indicate regions that were progressively magnified in EM. The bottom images show a 3D tomographic reconstruction (left) and 3D models of an NE rupture site (right panels). Arrowheads indicate the site of NE rupture (*n* = 2 independent experiments). Source data

Secondly, RAB5A-flocking fluid cells exhibited a significant increase in cGAMP levels, the product of cGAS enzymatic activity^29,30^ (Fig. 3c).

Thirdly, we monitored nuclear envelope ruptures through real-time analysis of the dynamics of the 3NLS-EGFP sensor. 3NLS-EGFP displayed a nuclear restricted expression in control cells, but a cytoplasmic distribution in fluidized RAB5A-expressing monolayers, indicative of NE ruptures (Fig. 3d,e and Supplementary Video 6).

Finally, we performed correlative-light electron microscopy (CLEM) tomography and immune EM to directly visualize the presence of NE ruptures. In RAB5A, but not control cells, EGFP-cGAS accumulated at sites of condensed chromatin, immediately adjacent to the region where both the inner and outer NE membranes were ruptured (Fig. 3f and Extended Data Fig. 4b). Immunofluorescent staining of Lamin A/C also revealed that nuclei in RAB5A-fluidized monolayers undergo large deformation and possibly ruptures as indicated by the accumulation of cGAS around distorted nuclei and at the apex of nuclear invagination (Extended Data Fig. 4c).

## Tissue fluidification triggers mechano-protective responses

The large fluctuations in tissue density, cell area and nuclear shape suggest that RAB5A-fluidized epithelial collectives are subjected to persistent and chronic mechanical strain and stress. These stresses can compromise tissue integrity^31^ and cause nuclear rupture and DNA damage^24,25^. Both individual cells and epithelial sheets, however, can adapt to acute stress by mounting a nuclear mechano-protective response that preserves them from widespread genomic damages^32^. These responses include increases nuclear rigidity and size, elevation in chromatin compaction^32,33^, and the remodelling of peri-nuclear cytoskeletal actin with the formation of nuclear actin rings^28,34^. We hypothesized that endocytic unjamming-via-flocking exerts prolonged mechanical stress in epithelial ensembles that react by mounting a mechano-protective strategy, which, eventually, fails resulting in DNA damage. We set out to investigate this possibility.

Firstly, we investigated how nuclei respond to motility-induced fluctuation in the local cell density *ρ* in jammed and fluid monolayers^12,35^. We considered how the instantaneous nuclear strain rate $$\dot \gamma _N = \frac{1}{A}\frac{{\partial A}}{{\partial t}}$$ of each cell nucleus depends on the local monolayer strain rate $$\dot \gamma _C = - \frac{1}{\rho }\frac{{\partial \rho }}{{\partial t}}$$, which we estimated as the divergence of the velocity field from PIV analysis (Fig. 4a–c). In all cases, a significant correlation is found between $$\dot \gamma _N$$ and $$\dot \gamma _C$$, indicating that the nucleus systematically deforms in response to compressive and tensile strains imposed on the cell by the relative motion of its neighbours. RAB5A-fluidized monolayers undergo larger density fluctuations than control-jammed monolayers (Fig. 4b,c). Furthermore, the nearly linear relation between nuclear and cell strain rates is characterized by markedly different slopes in the two cases: in response to the same variation in the cell density, nuclei of RAB5A-fluidized monolayers deform significantly less (Fig. 4d,e), that is, they are stiffer. Using a simple mechanical model, described in ref. ^36^, the slope of the $$\dot \gamma _N$$ versus $$\dot \gamma _C$$ curve can be used to estimate the ratio *E*_N_/*E*_CY_ between the effective elastic moduli *E*_N_ and *E*_CY_ characterizing the mechanical response to in-plane compressive/tensile stresses of the two main cellular compartments, nucleus and cytoplasm, respectively. We found that the ratio *E*_N_/*E*_CY_ is about twice as large in RAB5A-fluidized monolayers, indicating a significant increase in nuclear stiffness compared with controls (inset of Fig. 4d, e).

**Fig. 4:**
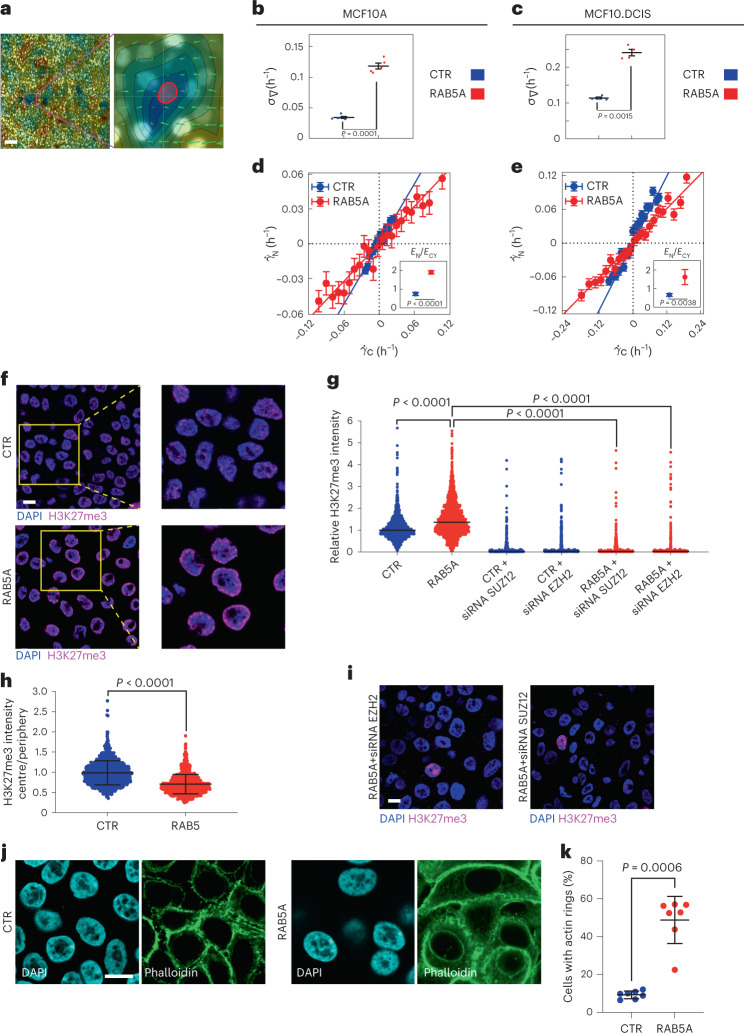
Tissue fluidification induces nuclear stiffness, heterochromatin reorganization and actin remodelling. **a**, Left: map of the divergence of the velocity field from PIV in RAB5A-MCF10A monolayer. Cold (warm) colours indicate negative (positive) values of divergence. Right: magnified view of a smaller portion (70 × 70 μm) centred on a segmented nucleus (red outline). The velocity field (green arrows) converges to the central cell, corresponding to a local negative value of divergence and compressive deformation. Scale bar, 70 μm. **b**,**c**, Root mean square value *σ*_∇_ of the divergence of the velocity field from PIV MCF10A (**b**) and MCF10.DCIS.com (**c**) monolayers. Different points correspond to different FOVs, each one corresponding to ~1.2 × 10^4^ and ~8 × 10^3^ cells for MCF10A and MCF10.DCIS.com samples respectively. Black lines are the averages ± s.d. two-tailed *t*-test. **d**,**e**, Nuclear strain rate $$\dot \gamma _N$$ as a function of the corresponding cell strain rate $$\dot \gamma _C$$ for MCF10A (**d**) and MCF10.DCIS.com (**e**) monolayers. $$\dot \gamma _N$$ is obtained from nuclear segmentation, while $$\dot \gamma _C$$ is estimated from the divergence of the velocity field. Data are grouped into evenly spaced bins along the horizontal axis. Symbols and error bars are the mean and standard deviation of the $$\dot \gamma _N$$-values in each bin, respectively. Straight lines are best fitting curves with a linear model $$\dot \gamma _N = s\dot \gamma _C$$. Insets: the ratio between the effective elastic moduli *E*_N_/*E*_CY_ of the nucleus and the cytoplasm reported as mean ± s.d. obtained as the slope of best fitting line to the data in the main panel (*n* = 10 randomly populated subsets of cells), two-tailed *t*-test. **f**, Immunofluorescence images of control (CTR) and RAB5A MCF10.DCIS.com monolayers (*n* = 3 experiments), stained with DAPI and anti-H3K27me3-antibody. Magnified images are shown. Scale bar, 10 μm. **g**, Relative H3K27me3 intensity of control (CTR) and RAB5A MCF10.DCIS.com monolayers silenced or not for EZH2 or SUZ12. Each dot represents a cell, and the median is indicated (>1,400 cells per experimental condition for CTR and RAB5A, >400 cells per experimental condition in *n* = 3 independent experiments for siRNA-treated conditions), Kruskal–Wallis/Dunn’s test. **h**, Ratio of H3K27me3 intensity of the nuclear central region over the periphery in control-(CTR) and RAB5A-(RAB5A)-MCF10.DCIS.com cells. Each dot is a cell and the mean ± s.d. is indicated. (>1,000 cells per experimental conditions in *n* = 3 experiments), two-tailed Mann–Whitney non-parametric test. **i**, Immunofluorescence images of control (CTR) and RAB5A MCF10.DCIS.com monolayers (*n* = 3 experiments), silenced for *EZH2* or *SUZ12* and stained with DAPI and anti-H3K27me3-antibody. Scale bar, 10 μm. **j**, Immunofluorescence images of control (CTR) and RAB5A MCF10.DCIS.com monolayers (*n* = 2 experiments), stained with phalloidin to detect F-actin. Scale bar, 20 μm. **k**, Percentage of cells with actin rings per FOV expressed as mean ± s.d (dots represent seven FOVs in *n* = 2 independent experiments), two-tailed Mann–Whitney non-parametric test. Source data

We corroborated this finding by probing the mechanical properties of RAB5A-fluidized nuclei and monolayers through several orthogonal approaches. We quantify nuclear elasticity using atomic force microscopy (AFM)-based force indentation of the nuclear surface through the cell cortex. Nuclear force indentation showed an approximately twofold increase in the stiffness in RAB5A-fluidized monolayers as compared with control (Extended Data Fig. 5a). We also probed the rheological properties of the cytoplasm, which may contribute to the difference in Young’s modulus obtained by AFM indentation. We found that the mean square displacement and coefficient of diffusion of genetically encoded, cytoplasmic fluorescence particles (GEM)^37^ were not significantly different in control-arrested versus flocking-fluid RAB5A monolayers (Extended Data Fig. 5b,c). Thus, the increased stiffness of RAB5-fluidized cells is likely the result of the increased nuclei rigidity.

Next, we subjected control and RAB5A monolayers plated on a deformable polydimethylsiloxane (PDMS) membrane to a predefined 22% biaxial stretch and measured the ensuing cell and nuclear deformations. The cell nuclei of flocking fluid monolayers deformed about twofold less than control cells (Extended Data Fig. 5d). Exploiting the same model used to interpret motility-induced deformations, the results of this stretching experiment can be expressed in terms of the ratio *E*_N_/*E*_CY_ between the effective elastic moduli associated to the nucleus and the cytoplasm (Methods). This ratio was found to be about twice as large in RAB5A monolayers (7.1) compared with controls, (4.5) (Extended Data Fig. 5d). Similarly, the nuclear deformation, obtained by determining the rate of aspect ratio changes, of RAB5A-expressing cells that are forced into a restricted 6 μm-wide channel was two-time less than in control cells (Extended Data Fig. 6e and Supplementary Video 7), consistent with the increased nuclear stiffness.

The increased rigidity of RAB5A nuclei might impact the nuclear shape at a steady state. Thus, we measured nuclear shape variations in control and fluidized monolayers by determining the dimensionless parameter excess of the perimeter of the projected nuclear shape (EOP) through immunofluorescent analysis of SUN2, an inner nuclear membrane protein^38^. EOP values of a highly folded, presumably floppy, and soft object are expected to be close to 1, whereas EOP of a rigid object tends to be close to 0. The EOP values of RAB5A fluidized monolayers were significantly closer to 0 with respect to control-jammed ones (Extended Data Fig. 5f,g). We also estimated the nuclear envelope shape fluctuations assuming that rigid nuclei should display reduced fluctuation with respect to softer or floppy ones. We monitored nuclei in live cells expressing a mini-EGFP-Nesprin1, which encompasses the Calponin actin-binding domain and the c-terminus of the NE protein Nesprin1 (ref. ^39^), at high frame rates. The amplitude of NE fluctuations was next calculated by measuring the standard deviation of the NE from its mean position. The NE fluctuations were significantly reduced in RAB5A fluidized cells (Extended Data Fig. 5h and Supplementary Video 8).

Finally, we employed Brillouin microscopy to probe nuclear mechanical properties. We detected a clear Brillouin frequency shift that corresponds to a significant increase in the longitudinal elastic modulus, *M*, indicative of increased nuclear stiffness, of RAB5A-expressing cell nuclei as compared with control (Extended Data Fig. 5i–k).

We also showed that nuclear-projected areas are nearly 25% larger in RAB5A-fluidized monolayers as compared with control ones (Extended Data Fig. 6a,b). Nuclei of RAB5A-expressing cells appeared enlarged, and their nuclear envelope might be under tension, in keeping with the reduced EOP of the nucleus and NE fluctuations.

To probe the heterochromatin state, we initially examined the nuclear levels of H3K27me3. RAB5A-fluidized DCIS cells display a small but significant increase in H3K27m3-heterochromatin marks (Fig. 4f,g), which were enriched at the nuclear periphery (Fig. 4h). 

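The 100 genes with the largest log2 fold change among those raised by RAB5A in MCF10.DCIS.com spanned log2 fold changes of 5.14 to 12.62. In 53 of them all 3 CTR libraries were at or below the floor of 3 counts, so that their fold changes are model estimates without a measured CTR level. Of the 100, 78 were also raised in MCF10A. The hand-written interferon list supplied 8 of the 100, against 93 of the 14983 genes tested (odds ratio 15.1, two-sided Fisher's exact test, p = 1.9e-07). With the replicate block the number was again 8. MX2, IFI6 and IFIT1 are among the 100 but not on that list. Of the interferon-stimulated genes in the paper's source data, 15 were among the 100. That list holds genes picked from these same data, with 118 of 130 tested higher and 0 lower in RAB5A. Its share of a top list is therefore no independent evidence. When the 100 raised genes with the smallest p-values were taken instead, 20 were on the hand-written list and 26 in the paper's source data. The 2 lists of 100 shared 41 genes. The mRNA of the H3K27 methyltransferase EZH2, on chromosome 7 between 148807257 and 148884321, was at 19.3 ± 1.16 CPM in CTR and 17.3 ± 0.591 CPM in RAB5A (SD, n = 3). Its log2 fold change of -0.16 did not pass the threshold (standard error 0.11, adjusted p = 0.286, edgeR quasi-likelihood test), and the sign changed with the GC correction. SUZ12, on chromosome 17 between 31937007 and 32001038, was at 28.6 ± 3.42 and 29.7 ± 11.4 CPM, a log2 fold change of 0.053 (standard error 0.28, adjusted p = 0.901, same test). With the block the changes were -0.16 for EZH2 and -0.019 for SUZ12. EED, another core member of the complex, went from 13.1 ± 1.24 to 17.4 ± 0.185 CPM, a log2 fold change of 0.42 (standard error 0.12, adjusted p = 0.0265, same edgeR test). It lost significance in 4 of the 6 fits that left out 1 library.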

Analysis of the top 100 upregulated genes revealed among the top transcription factors, EZH2, a histone H3 lysine 27 *N*-methyltransferase, and SUZ12, a key component of the polycomb repressor complex-2 (PRC2) (Extended Data Fig. 6c). These enzymes deposit H3K27m3 in response to nuclear mechanical stress^40^. 

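Developmental regulators picked by their symbols (members of the HOX, PAX, GATA, TBX, LHX, NKX, DLX and WNT families among them) were tested as genes that Polycomb proteins often repress, because the published set of PRC2 targets was not used here. In MCF10.DCIS.com 60 of 120 such genes were tested, and 20 were higher and 10 lower in RAB5A (edgeR quasi-likelihood test). Adjusted over the list alone, 21 were higher and 10 lower. Their median log2 fold change was 0.26, with quartiles at -0.32 and 1.20. The normalized enrichment score of 1.41 did not pass the threshold (adjusted p = 0.0550 from fgsea), nor did the score of 1.42 with the replicate block (adjusted p = 0.0544 from fgsea). The replicate block together with the GC correction moved it most, to 1.13. The score passed the threshold with the filter of 10 counts in every library, with genes ranked by log2 fold change, and in 3 of the 6 fits that left out 1 library. Camera gave an adjusted p of 0.522.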

Additionally, a pre-ranked GSEA showed enrichment in genes that can be targeted by PRC2 (Extended Data Fig. 6d). Consistently, silencing of *EZH2* or *SUZ12* abrogated the increase in H3K27me3-heterochromatin marks (Fig. 4g,i, and Extended Data Fig. 6e,f).

The chronic mechanical stress together with Lamin B1 reduction in RAB5A-fluidized monolayers might also elicit genome-wide structural alterations in constitutive H3K9me3 normally associated with the lamina, as a mechanism to dissipate forces^28^. We employed SAMMY-Seq and H3K9me3 ChIP-seq to verify this possibility. SAMMY-Seq is a high-throughput sequencing-based method for genome-wide characterization of chromatin accessibility, which can detect architectural rearrangements of lamina-associated heterochromatin domains^41^. RAB5A-fluidized monolayers displayed no changes in the H3K9me3-genome-wide ChIP-seq profile (Extended Data Fig. 6g), but a consistent reduction in the SAMMY-seq signal for heterochromatin regions (Extended Data Fig. 6h).

Next, we found that tissue fluidification is also accompanied by cell shape changes and perinuclear remodelling of the actin cytoskeleton. Doxycycline induction of RAB5A resulted in perturbations of the shape of cells (Fig. 4j), increased cytoplasmic polymerized actin and the formation of perinuclear actin rings (Fig. 4j,k).

RAB5A-fluidized monolayers mount a complex mechano-protective response, which leads to decreased nuclear pliability and softness, suggesting the possibility that these monolayers are less capable of dissipating mechanical energy to prevent DNA damage^28^. Consistently, RAB5A-flocking monolayers display elevated DNA damage, as evidenced by the increase in 53BP1 and γH2AX foci (Fig. 5a–c), and in the tail moment determined by neutral DNA comet assays^42^ (Fig. 5d,e).

**Fig. 5:**
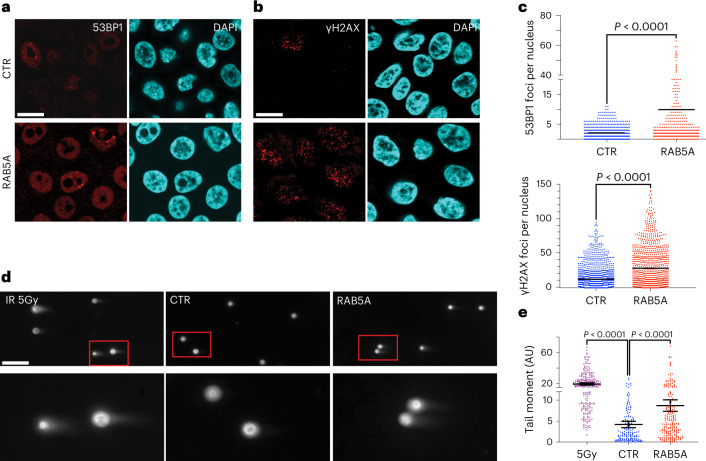
Endocytic-dependent tissue fluidification results in DNA damage. **a**,**b**, Images of control and RAB5A-MCF10.DCIS.com monolayers (*n* = 3 experiments), stained with the indicated antibodies. Scale bar, 20 μm. **c**, The scatter plot shows the mean of 53BP1 foci per nuclei or γH2AX foci per nuclei (>150 cells in *n* = 3 experiments), two-tailed Mann–Whitney non-parametric test. **d**, Representative images of neutral comet assay in MCF10.DCIS.com monolayer cells expressing RAB5A. Control cells irradiated (IR 5 Gy) or not (CTR) are also shown. Scale bar, 100 μm. **e**, Quantification of DNA damage by tail moment analysis. Horizontal bars indicate the means and s.d. of from *n* = 2 independent experiments; >100 cells per sample were scored, one-way ANOVA. Source data

## RAB5A induces cGAS activation in invasive carcinoma

Next, we studied whether the nuclear mechano-perturbations leading to cGAS activation and DNA damage observed in vitro are also relevant in pathological tissues. Control and RAB5A-MCF10.DCIS.com cells were injected into the mammary fat pads of immunocompromised animals to model DCIS. In these tumours, RAB5A induction increased CytoDR, as expected (Extended Data Fig. 5i), and was associated with an elevated number of γH2AX-positive cells (Fig. 6a,b), and increased levels of cGAS, which display a perinuclear dotted or crescent-like appearance (Fig. 6c,d). This pattern is similar to the one seen in human DCIS with local infiltrative areas (Extended Data Fig. 8c,d), likely reflecting its activation by cytoplasmic DNA. In human tumours, RAB5A displayed a graded increase in expression right at the margin of locally invasive foci (Fig. 6e–g and Extended Data Fig. 7a). Notably, these marginal cells, also displayed increased γH2AX, and phosphorylated checkpoint kinase 1 (pCHK1; Fig. 6e,f and Extended Data Fig. 7a), a marker of persistent DNA damage^43^, and more relevantly of cGAS (Fig. 6g,h and Extended Data Fig. 7b–d). Similar graded expression of RAB5A associated with elevated γH2AX and cGAS was also detected in patient-derived breast cancer organoids (Extended Data Fig. 7e).

**Fig. 6:**
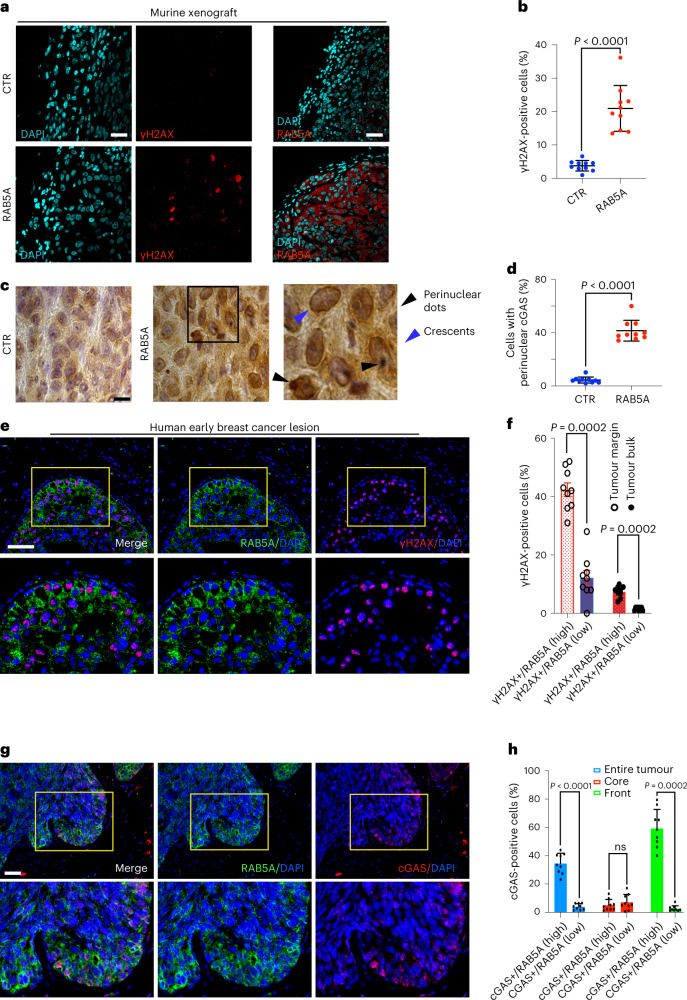
Increased RAB5A-expression, cGAS perinuclear accumulation and DNA damage in human invasive ductal carcinoma. **a**, Immunofluorescence images of control (CTR) and RAB5A MCF10.DCIS.com cells injected into mammary fat pads of immunocompromised mice. After one week, mice were fed doxycycline to induce RAB5A expression. Four weeks after doxycycline treatment, primary tumours were co-stained with DAPI and γH2AX, or DAPI and RAB5A. Scale bar, 100 μm. **b**, Percentage of γH2AX-positive cells per FOV. Data are mean ± s.d. (*n* = 2 experiments, with five mice per experiment), unpaired two-tailed *t*-test with Welch’s correction. **c**, Immunohistochemical analysis of cGAS in control (CTR) and RAB5A MCF10.DCIS.com cells injected into mammary fat pads of immunocompromised mice and treated as in **a**. Primary tumours were stained with an anti-cGAS antibody. Right panel: a higher magnification of the boxed region to highlight cGAS accumulation in perinuclear dots (black arrowheads) or crescent-like distribution (blue arrowhead). Scale bar 80 μm. **d**, The percentage of cells with perinuclear cGAS enrichment is expressed as the mean ± s.d. (each dot represents an FOV out of >5 FOVs per experimental condition in *n* = 2 independent experiments), two-tailed Mann–Whitney non-parametric test. **e**, Multiplex immunohistochemistry/Immunofluorescence (mIHC/IF) of RAB5A, γH2AX and DAPI in human DCIS. Magnified images from the selected yellow boxes are shown. Scale bar, 150 μm. **f**, The percentage of γH2AX-positive nuclei in cells that express high (>2 on a scale from 0,1,2,3) or low (<2 on a scale from 0,1,2,3) levels of RAB5A in the tumour bulk or margin (see Methods for details and Supplementary Video 13). The areas of *n* = 9 independent DCIS were analysed with more than 200 nuclei per area, two-tailed Mann–Whitney non-parametric test. **g**, Multiplex immunohistochemistry/immunofluorescence (mIHC/IF) of RAB5A, cGAS, and Dapi in human DCIS. Magnified images from the selected yellow boxes are shown. Scale bar, 300 μm. **h**, The percentage of cGAS-positive cells that express high (>2 on a scale from 0,1,2,3) or low (<2 on a scale from 0,1,2,3) levels of RAB5A in the tumour bulk, or the margin or the whole tumour (Methods). The areas of *n* = 9 independent DCIS were analysed with more than 200 nuclei per area, two-tailed Mann–Whitney non-parametric test and unpaired two-tailed *t*-test with Welch’s correction. Source data

Quantitative analysis of nuclear motion in living breast cancer organoids revealed that some of them displayed persistent rotational motion and all the key features of a flocking fluid (Supplementary Video 9). By combining 3D image registration with a differential analysis of the residual intensity fluctuations^13^, we decoupled the rigid body contribution associated with the global rotation of the organoid from the internal rearrangement dynamics, which is captured by the overlap parameter *Q*(*τ*). Persistently rotating organoids also displayed markedly faster internal dynamics, with a relaxation time τ^*^ at least two times shorter than the static ones (Extended Data Fig. 8a–c and Supplementary Video 10). Next, we subjected the two static and the three rotating organoids to RNA-seq analysis. Despite the limited number of samples, we found that rotating fluid organoids display a significantly elevated expression of RAB5A (Extended Data Fig. 8d), enrichment in several genes belonging to the interferon-alpha stimulated and Interferon-related DNA damage resistance signature (Extended Data Fig. 8e–h). Whereas the analysis of the top deregulated genes pointed to PRC2 complex components, *SUZ12* and *EZH2*, as a key altered transcription factor in rotating organoids (Extended Data Fig. 8i).

## Tissue fluidification promotes EMT and chemoresistance

Chronic stimulation of cGAS–STING signalling has been shown to exert either immuno-protective or pro-tumorigenic effects. For example, by establishing an immune-suppressive tumour microenvironment, cGAS activation can promote a transition toward a mesenchymal state^44^ and chemoresistance, favouring metastatic dissemination^45^. In addition, an experimentally derived interferon-related DNA damage resistance signature (IRDS), highly related to CytoDR, has been associated with resistance to chemotherapy and/or radiation across different cancers^46^. Hence, we hypothesize that endocytic-mediated tissue fluidification promotes the acquisition of chemoresistance and plastic EMT traits.

Firstly, we noticed that several mesenchymal markers, including CDH2, ZEB1, MMP13, EGF and AXIN2, were upregulated in RAB5A-expressing fluidized-via-flocking MCF10.DCIS.com (Extended Data Fig. 9a). Several canonical mesenchymal factors, including the master EMT regulators, SNAIL1 and 2 and TWIST, were unaffected, suggesting the acquisition of what has been defined as plastic EMT state (EMP)^47^. This was corroborated by the morphological analysis, which indicated that RAB5A expression leads to the acquisition of an elongated mesenchymal morphology (Extended Data Fig. 9b), and by the nuclear accumulation of ZEB1 in RAB5A-expressing MCF10.DCIS.com spheroids (Extended Data Fig. 9c). 

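SNAI1, the gene of SNAIL1, was a rare transcript in MCF10.DCIS.com, at 0.784 ± 0.256 CPM in CTR and 1.16 ± 0.295 CPM in RAB5A (SD, n = 3). Its log2 fold change of 0.56 did not pass the threshold (standard error 0.31, adjusted p = 0.190, edgeR quasi-likelihood test). SNAI2, on chromosome 8 between 48917598 and 48921740, went from 65.0 ± 3.86 to 28.4 ± 0.582 CPM, a log2 fold change of -1.19 (standard error 0.10, adjusted p = 0.000122, same test). All 3 RAB5A libraries lay below all 3 CTR libraries, and with 1 library left out in turn the change stayed between -1.24 and -1.17. With the replicate block it was -1.19 (adjusted p = 7.4e-05, same edgeR test). TWIST1 was at 15.4 ± 1.58 CPM in CTR and 16.9 ± 4.15 CPM in RAB5A, and its log2 fold change of 0.14 was within the replicate spread (standard error 0.19, adjusted p = 0.605, edgeR quasi-likelihood test). The sign of the TWIST1 change was negative with the GC correction. TWIST2 went from 3.36 ± 0.473 to 2.33 ± 0.871 CPM, a log2 fold change of -0.53 (standard error 0.28, adjusted p = 0.172, same test). With the block, TWIST2 stood at -0.57 with an adjusted p of 0.0485 from the edgeR test, and SNAI1 and TWIST1 at 0.56 and 0.11 with adjusted p-values of 0.153 and 0.554.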

The expression of this set of genes was dependent on YAP/TAZ activity (Extended Data Fig. 9d,e), suggesting that the EMP phenotype switch is, at least in part, a mechanoresponsive process^48,49^.

As EMP is associated with invasion and metastasis, next, we tested whether the increased migratory and invasive capacity in RAB5A-fluidized collectives is mediated by the activation of cGAS and STING. We found, however, that either cGAS or STING inhibition, while effectively reducing the upregulation of ISG (Fig. 2a,b and Extended Data Fig. 9j), and, more relevantly, of EMP genes (Extended Data Fig. 9f,g), had no impact on wound migration or collective invasion (Extended Data Fig. 9h,i and Supplementary Videos 11 and 12). This finding indicates that endocytic-mediated tissue fluidization promotes collective motion and invasion. This is accompanied by increased mechanical stresses that results in frequent NE ruptures, the release of damaged DNA and the activation of cGAS–STING, which contributes to the acquisition of mesenchymal traits.

Finally, we determined whether the elevation of CytoDR is associated with chemoresistance to anti-tumorigenic drugs. 

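The interferon-related DNA damage resistance signature (IRDS) was tested with the 41 genes listed in the source data of Extended Data Fig. 10a, the rising and the falling ones alike. In MCF10.DCIS.com 40 were tested, and 28 were higher and 8 lower in RAB5A, also when adjusted over the list alone (edgeR quasi-likelihood test). Their median log2 fold change was 1.92, with quartiles at 0.22 and 3.76. The normalized enrichment score was 2.34 (adjusted p = 6.3e-09 from fgsea) and 2.42 with the replicate block (adjusted p = 3.0e-09 from fgsea). Across the alternatives it stayed between 2.15 and 2.45. Many genes of the signature, among them BST2, LAMP3, IFI27, IFI44 and OASL, are also on the hand-written interferon list. The score therefore partly repeats the interferon result, and it was not tested without the shared genes. LAMP3 rose from 0.344 ± 0.169 to 23.6 ± 4.85 CPM (SD, n = 3), a log2 fold change of 6.06 (standard error 0.33, adjusted p = 1.6e-05, edgeR quasi-likelihood test). BST2 rose from 150 ± 12.8 to 651 ± 185 CPM, a log2 fold change of 2.12 (standard error 0.21, adjusted p = 0.000250, same test). SERPINB2 fell from 18.6 ± 4.60 to 1.85 ± 0.279 CPM, with a log2 fold change of -3.33 (standard error 0.24, adjusted p = 5.2e-05, same edgeR test). THBS1 fell from 810 ± 38.4 to 171 ± 22.0 CPM, with a log2 fold change of -2.25 (standard error 0.13, adjusted p = 1.9e-05, same edgeR test). With the block the log2 fold changes of LAMP3, BST2, SERPINB2 and THBS1 were 6.09, 2.08, -3.32 and -2.25.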

Firstly, GSEA in control and fluidized monolayers revealed the enrichment of an interferon-related DNA damage resistance signature, previously associated with resistance to chemotherapy and/or radiation^46^ (Extended Data Fig. 10a). Additionally, RAB5A-cells were slightly more resistant to the microtubule stabilizer, docetaxel (Extended Data Fig. 10b–d), and the topoisomerase inhibitor, etoposide (Extended Data Fig. 10e,f). In the former case, while most control cells display a grossly defective nuclear morphology, as expected, more than 60% of RAB5A-expressing cells displayed intact and unperturbed nuclei (Extended Data Fig. 10c,d). Increased chemoresistance to docetaxel and etoposide was also detected in 3D spheroids (Extended Data Fig. 10g,h).

## Outlook

The tissue-level phase transition from a solid or jammed to a liquid-like or unjammed state has been recently proposed to be a complementary or alternative gateway to cell invasion in both normal epithelia during development^3^ and in solid carcinoma during malignant progression^2,4,8,50^. Indeed, the progression from an indolent, quasibenign ductal breast carcinoma lesion to invasive ductal carcinoma is associated with the acquisition of a flocking-fluid mode of collective motion induced by the upregulation of the endocytic, promigratory gene, *RAB5A*^2,10^. In addition, we show here, that the altered mechanics of fluidized tissues impact nuclear integrity, and promote DNA release into the cytoplasm that results in a robust, cell-autonomous and long-lived transcriptional rewiring toward a cGAS–STING-dependent, pro-inflammatory response. This response has potential, context-dependent, far-reaching consequences in shaping the fate of tumour cells and cells of the microenvironment. Indeed, this cytosolic DNA response axis has recently been shown to induce a pro-tumorigenic phenotype, characterized by a shift toward a mesenchymal state and increased chemoresistance^44,45^, as we also found in our system. It is, however, likely that in an immune-proficient context, the same axis might trigger a pro-immunogenic, potentially anti-tumoral response. Whether this is the case is certainly a matter of future investigation. Similarly, it will be paramount to determine what are the factors or conditions that tune the mechanically driven cGAS–STING activation toward either a pro-tumorigenic or pro-immunogenic fate.

## Methods

A list of antibodies and dilutions is in Supplementary Table 1. Reagents, oligos and QRT-PCR assays are detailed in Supplementary Table 2. A list of organoids with relevant information is in Supplementary Table 3. Supplementary Methods are in Supplementary Information.

### Cell streaming assay

As previously shown^2^, cells were seeded in six-well plates (1.5 × 10^6^ cells per well) in complete medium and cultured until a uniform monolayer had formed. RAB5A expression was induced, where indicated, 16 h before performing the experiment by adding fresh complete media supplemented with 2.5 μg ml^–1^ doxycycline hyclate to cells. Comparable cell confluence was tested by taking pictures by differential interference contrast imaging using a 10× objective and counting the number of nuclei per field. In the cell streaming assay, the medium was refreshed before imaging began. An Olympus ScanR inverted microscope with 10× objective was used to take pictures every 5–15 min over a 24–48 h period. The assay was performed using an environmental microscope incubator set to 37 °C and 5% CO_2_ perfusion. After cell induction, doxycycline hyclate was maintained in the medium for the total duration of the time-lapse experiment.

For plasma membrane tension perturbation by osmotic treatments, an equal volume of hypotonic buffer (H_2_O + 1 mM CaCl_2_ + 1 mM MgCl_2_) was added to cell monolayer before performing experiments.

### Wound healing

For wound healing experiments, confluent monolayers of MCF10.DCIS.com control and RAB5A-positive cells, were plated on 12-well plates, and were wounded by scraping with a pipette tip and then transferred immediately to the microscope stage-top incubator. For monolayer invading assay, wounds were coated with Matrigel before the time-lapse.

Time lapses were performed with a Leica Thunder Imaging System based on a Leica DMi8 inverted microscope equipped with a Leica DFC9000 GT sCMOS camera. The images were acquired with an HC PL APO 10× objective using Leica LAS X software. Wound healing maximal velocity of closure is calculated from the area covered over time extracted using a custom Fiji^51^ and Matlab code.

The area covered over time is fitted with two straight lines (https://github.com/aganse/MultiRegressLines.matlab/blob/master/regress2lines.m) the slope of the second straight line is used to estimate the maximal velocity of closure after a lag phase.

### 3D spheroid formation assay

MCF10.DCIS.com cells were plated on ultra-low-attachment-surface six-well plates (Corning, Cat# 3471) at a density of 5 × 10^3^ cells per well. Cells were grown in serum-free condition for 10 days by adding fresh culture media every 2 days. After 7 days, 2.5 μg ml^–1^ doxycycline hyclate was added to the medium to induce RAB5A expression. Doxycycline was maintained in the medium for 2 days and finally spheroids were collected and processed for total RNA extraction.

### Mammary fat pad tumour development in NSG mice

All animal experiments were approved by the OPBA (Organisms for the Well-Being of the Animal) of IFOM and Cogentech. All experiments complied with national guidelines and legislation for animal experimentation. All mice were bred and maintained under specific pathogen-free conditions in our animal facilities at Cogentech Consortium at the FIRC Institute of Molecular Oncology Foundation and at the European Institute of Oncology in Milan, under authorization from the Italian Ministry of Health (autorizzazione no. 604–2016). The maximal tumour size permitted by our ethical guideline is 200 mm^3^. None of the experiments exceeded this limit.

Control and RAB5A MCF10.DCIS.com cells were injected into female NOD.Cg-PrkdcscidIl2rgtm1Wjl/SzJ (commonly known as the NOD SCID gamma; NSG) mice between 6–10 weeks old as described previously^52^.

### Neutral comet assay

The neutral comet assay was performed as described previously^53^ following the manufacturer’s protocol (Trevigen). Comet tail moment was measured using OpenComet plugin for ImageJ^54^.

### Image acquisition

Time-lapse imaging of the motility of 3D organoids was performed using a Leica TCS SP8 laser confocal scanner mounted on a Leica DMi8 microscope equipped with motorized stage; a HC PL FLUOTAR 20×/0.5 NA dry objective was used. A white-light laser was used as the illumination source. Leica Application Suite X (LAS X, https://www.leicamicrosystems.com/products/microscopesoftware/details/product/leica-las-x-ls/) software was used for all acquisitions. Image acquisition conditions were set to remove channel crosstalk, optimizing spectral detection bands and scanning modalities. ImageJ software was used for data analysis.

Image acquisition was performed using Operetta CLS, high-throughput imaging confocal microscopy system (Perkin Elmer) with Harmony software 4.9. Cells are imaged with 20× water immersion objective NA 1.0.

Confocal microscopy was performed with a Leica TCS SP5 confocal laser scanning system based on a Leica DMI 6000B inverted microscope. The images were acquired with an HCX PL APO 63X/1.4NA oil immersion objective. The software used for all acquisitions was Leica LAS AF. Laser lines: 405 nm, 488 nm, 561 nm, 633 nm.

Hypotonic-mediated cell streaming, and EGFP-3NLS leakage time lapses were performed with a Leica Thunder Imaging System based on a Leica DMi8 inverted microscope equipped with a Leica DFC9000 GT sCMOS camera. The images were acquired with an HC PL APO 63×1.4NA oil immersion objective (EGFP-3NLS time lapse) using Leica LAS X software.

Image acquisition of cGAS expression and localization on FFPE samples was performed with an Olympus BX63 full motorized wide field microscope equipped with a B/W Hamamatsu Orca_AG camera. the system is driven by Metamorph (Molecular Devices) software. We used UPlanApo 100× objective N.A.1.35.

### Growth assay survival and broken nuclei discrimination

To evaluate the growth of MCF10.DCIS control empty vector mCherry-H2B or RAB5A mCherry-H2B a Harmony 4.9 (PerkinElmer) custom pipeline was implemented. After 3 days of treatment, the images were acquired. For each well (four wells each condition) composed of 89 fields, the pipeline identifies the nuclei on the Gaussian filtered (radius 3 pixels) global image of mCherry channel using the B method of the Find Nuclei module (parameters were tuned condition by condition). Then the nuclei were filtered by intensity and morphological criteria. To discriminate broken and normal nuclei, the Linear Classifier module with two classes was used; the classifier was trained using around 30 nuclei for both classes.

### Image analyses

To count the number of foci per nuclei, a custom semi-automated Fiji^51,55^ plugin was developed. The plugin identifies the DAPI/nuclear marker using Li (https://imagej.net/plugins/auto-threshold#li) Thresholding Schema on the filtered image (Gaussian filter with 2 pixel radius). Nuclei are then split using the watershed (https://imagej.net/plugins/classic-watershed) method and then checked and corrected by hand. For each nucleus, the plugin identifies and counts the foci on the Foci Channel Marker (53BP1 or γH2AX) using ImageJ’s Find Maxima (https://imagej.nih.gov/ij/docs/menus/process.html#find-maxima) plugin with the noise tolerance parameter selected by hand.

To count the number of micronuclei per field of view (FOV), a custom semi-automated Fiji^51,55^ plugin was developed. The plugin identifies the DAPI/nuclear marker using Huang (https://imagej.net/plugins/auto-threshold#huang) thresholding schema on the filtered image (median filter with radius of 1 pixel). Nuclear structures were then split using the watershed (https://imagej.net/plugins/classic-watershed) method and then checked and corrected by hand. For each FOV, the plugin identifies and counts micronuclear structures using ImageJ’s Analyze Particles (https://imagej.net/imaging/particle-analysis) plugin with the size parameters selected by hand.

For assessing histone methylation on lysine 27, FOVs were randomly selected based on nuclei signal, probed by DAPI staining. Images were analysed using a custom semi-automated plugin developed in Fiji^51,55^. Nuclei were identified on the DAPI channel using the StarDist plugin (https://imagej.net/plugins/stardist) with the built-in Versatile (fluorescent nuclei) neural network model. For each nuclear region of interest, the mean intensity was measured on the H3K27me3 channel and then normalized on the median of the mean intensity distribution of control cells.

For the analysis of the differential signal intensity at the nuclear periphery and central region, images were acquired, and nuclei were segmented as described above. For each nuclear region of interest, the area was reduced to shrink it 1.5 µm from the nuclear border and the mean intensity in the H3K27me3 channel was calculated in the central nuclear region. Finally, the peripheral H3K27me3 mean intensity was calculated in the area between the central region and the nuclear border.

### Cell area fluctuation analysis

EGFP-E-cadherin expressing control and RAB5A-MCF10A cells were generated as described here. Cells were seeded in six-well plates (1.5 × 10^6^ cells per well) in complete medium and cultured until a uniform monolayer had formed. RAB5A expression was induced, where indicated, 16 hours before performing the experiment by adding fresh complete media supplemented with 2.5 μg ml^–1^ doxycycline to cells. Comparable cell confluence was tested by taking pictures by differential interference contrast (DIC) imaging using a 10× objective and counting the number of nuclei per field. To monitor cell fluctuations the phase contrast channel and EGFP-E-Cad channel were merged and then the 2D image sequences were converted into 3D image. Based on the phase contrast images and the E-Cad signal, randomly selected cells are segmented and tracked semi-automatically using Segmentation Editor in Fiji (ImageJ plugin). Cell boundaries were annotated manually with the interval of a few time points and then cell boundaries at other time points are interpolated in 3D to obtain accurate cell morphological dynamics along time. As we have excellent temporal resolution, we assume that any deformation along the direction perpendicular to the cell boundary is small enough such that we can treat it as linear. Thus, we can estimate the deformation of a given cell along time. The negative and positive cell extension of the cell, as shown in Fig. 2f, can be quantitatively extracted. For a migrating cell, its surface can be described as a function of time, that is *S*(*x*, *y*, *t*). The deformation between any consecutive-time points is captured by the partial derivative of *S* with respect to *t*:

1 $${\Delta}S = \frac{{\partial S}}{{\partial t}}$$

Based on our linear assumption, equation (1) can be used to find a linear minimum distance mapping for the points on the boundaries at two time points.

We also need to define whether the deformation is positive (extending—maximum positive deformation (MPD)) or negative (retracting—maximum negative deformation (MPD)). A positive deformation corresponds to a boundary point moving to a position not previously occupied by the cell, and is indicated by a red arrow in Fig. 2f. A negative deformation corresponds to a boundary point moving to a position previously occupied by the cell, and is indicated by a blue arrow in Fig. 2f. To quantify the cell mobility, we focused on the following parameters:

1. Maximum deformation: the maximum norm of the positive deformation vectors, shown as a solid red arrow in Fig. 2f
2. Minimum deformation: the maximum norm of the negative deformation vectors, shown as a solid blue arrow in Fig. 2f

### Nuclei tracking and segmentation

Tracking and segmentation of single nuclei in sequencies of fluorescent microscopy images of confluent monolayers of mCherry-H2B cells is performed with a custom Matlab code implementing the following procedure.

Images are first corrected for background intensity inhomogeneities by applying the background removing algorithm described previously in detail^56^.

Random noise in each corrected image is then reduced by applying a Wiener filter, an adaptive noise-removal filtering that preserves nuclei edges while smoothing the white noise (see equations 9.44–9.46 in ref. ^57^).

Nuclear segmentation is obtained by applying a seeded watershed transform to the spatial gradient of each filtered image^58^. The ‘seeds’ (that is, the pixels that are set to zero in the image before applying the watershed transform) are determined as follows. A Laplacian-of-the-Gaussian (LoG) filter is applied to each filtered image, leading to a map *L*_G_ whose local minima correspond to the candidate centres of the nuclei. Differences in the fluorescent intensity of different nuclei are corrected by dividing *L*_G_ by an intensity map obtained via bicubic interpolation of the minima of *L*_G_. The resulting map $$\tilde L_\mathrm{G}$$ is binarized by setting to zero (one) all pixels whose value is above (below) a fixed threshold value, *k*. Repeated pixel erosion operations are applied to the obtained binary mask to remove the smallest features and partially separate overlapping nuclei, leading to a final binary map *L*_BN_ from which we extract the ‘seeds’ to be used in the seeded watershed transform: internal ‘seeds’ are obtained as the pixels where *L*_BN_ is non-zero, while external ‘seeds’ as obtained the boundaries of the watershed transform of *L*_BN_.

Once the segmentation procedure on a given image is completed, we can determine the centre of mass, $$\mathbf{x}_i$$, of each nucleus in the image, its projected area *A*_*i*_ and the angle *θ*_*n,i*_ (modulo *π*) between the major axis of the nucleus and the *x* axis. The direction of the major axis is obtained as the direction of the eigenvector of the covariance matrix of the segmented area associated with the larger eigenvalue^59^.

To reconstruct cell trajectories, we employ the Matlab code freely available at http://site.physics.georgetown.edu/matlab/ implementing the algorithm developed by Crocker and Grier^60^. Once nuclei in different frames are linked into trajectories, the time evolution of the relevant single-nucleus parameters $$\mathbf{x}_i \left( t \right)$$, $$A_i\left( t \right)$$ and $$\theta _{n,i}\left( t \right)$$ can be determined.

The instantaneous velocity of the *i*-th nucleus at frame *t* is estimated as $$\mathbf{v}_i \left( t \right) =\left( \mathbf{x}_i\left( t+1 \right) - \mathbf{x}_i \left( t-1 \right) \right) / 2\delta t$$, where δ*t* is the time interval between two consecutive frames. The instantaneous mean migration velocity is computed as $$\mathbf{v}_{cm} \left(t\right) =\left\langle \mathbf{v}_i \left(t\right) \right\rangle_i$$, where $$\left\langle \ldots \right\rangle _{i}$$ denotes the average over all the nuclei in the field of view (FOV). The amplitude of the velocity fluctuations is evaluated as the root mean square velocity of the nuclei in the centre of mass reference frame $$\mathbf{v}_{rms} \left(t\right) = \sqrt{\left\langle \left| \mathbf{v}_i \left(t\right) - \mathbf{v}_{cm} \left(t\right)\right|^2 \right\rangle_i}$$.

The velocity spatial correlation function is calculated as$$C_{vv}\left(r\right) = \left\langle \left\langle \frac{\mathbf{v}_i\left(t\right)\cdot \mathbf{v}_j\left(t\right)}{\left|\mathbf{v}_i\left(t\right)\right|\cdot \left| \mathbf{v}_j\left(t\right)\right|} \delta\left(\left|\mathbf{x}_i\left(t\right)-\mathbf{x}_j\left(t\right)\right|-r\right) \right\rangle_{i,j}\right\rangle_t$$ where *i* and *j* run over all the nuclei and *t* is averaged over the time window 4–20 h, unless otherwise indicated. An estimate of the correlation length *L*_c_ of the velocity field is obtained by fitting a stretched exponential model $$\mathrm{e}^{ - \left( {\frac{r}{{L_\mathrm{c}}}} \right)^\alpha }$$ to *C*_*vv*_ (*r*).

Visual inspection reveals that the described segmentation procedure is effective in identifying about 90–95% of the nuclei present in the field of view. Despite the effort to reduce multiple segmentation and nuclei merging, however, some segmentation errors occur, especially in those cases where the signal-to-noise ratio is low or partial superpositions of nuclei are frequent. To minimize the impact of segmentation errors on the analysis of nuclear features, we implemented a ‘quality filter’ to remove potentially flowed measurements. To this end, we compute the total instantaneous intensity *J*_*i*_ (*t*) integrating the image intensity $$I\left(\mathbf{x},t\right)$$ over the segmented area of the *i*-th nucleus at frame *t*. We then compare the instantaneous value *J*_*i*_ (*t*) with its median $${\mathrm{med}}\left[J_i\left(t'\right)\right]_{t-11}^{t-1}$$ evaluated over the previous 10 frames. If the quantity $$\frac{\left|\mathrm{med}\left[J_i\left(t'\right)\right]_{t-11}^{t-1} - J_i\left(t\right) \right|}{\mathrm{med}\left[J_i\left(t'\right)\right]_{t-11}^{t-1}}\,$$ is larger than 0.1, the segmentation of the *i*-th nucleus at frame *t* is considered unreliable and the corresponding parameters are not included in the statistics. Trajectories that, after the application of this ‘quality filter’, lose more than 20% of frames because of this procedure are entirely excluded.

### Particle image velocimetry

Particle image velocimetry (PIV) of fluorescent microscopy images of confluent monolayers of mCherry-H2B cells fluorescent images is performed by using the Matlab PIVLab software^61^.

We choose an interrogation area with size slightly larger than the typical inter-nuclear distance, typically corresponding to 14 μm. Outliers in the reconstructed velocity field, whose modulus exceeds a fixed threshold value, are identified, and replaced with the median value of the velocity over neighbouring grid points.

### Nuclear deformation dynamics

To characterize nuclear shape fluctuations, we evaluate the mean square nuclear strain $$\mathrm{MSS}\left( \tau \right) = \left\langle {\left\langle {{\Delta}a_i^2(\tau |t)} \right\rangle _t} \right\rangle _i$$ for different delay times *τ*. The nuclear strain $${\Delta}a_i\left( {\tau {{{\mathrm{|}}}}t} \right)$$ is estimated as $$\left[ {A_i\left( {t + \tau } \right) - A_i\left( t \right)} \right]/\left\langle {A_i\left( t \right)} \right\rangle _t$$, where *A*_*i*_(*t*) is the projected area of the *i*-th nucleus at time *t*. To extract the key parameters characterizing nuclear deformation, we fit the model function $$\mathrm{MSS}\left( \tau \right) = \sigma_\mathrm{w} + \dot \gamma _0\tau_\mathrm{c}\left[ {1 - \mathrm{e}^{ - \tau /\tau _\mathrm{c}}} \right]$$ to the data. This model, which includes a term *σ*_w_ accounting for the random noise in determination of the projected area, describes a diffusive-like growth of the area fluctuations with a characteristic strain rate $$\dot \gamma _0$$ for short delay times $$\mathrm{MSS}\left( \tau \right) \sim \dot \gamma _0\tau$$, followed by a saturation to a plateau value $$\dot \gamma _0\tau _\mathrm{c}$$ for long times. In Fig. 2g,h, the data and the best fitting curves are reported upon the subtraction of the baseline value *σ*_w_ obtained from the fitting procedure. Since MSS(*τ*) does not always reach a clear plateau within the time window accessible during the experiments (Fig. 2g,h), there is a relatively large uncertainty in the determination of the overall amplitude, $$\dot \gamma _0\tau _\mathrm{c}$$, of the fluctuations. However, this does not affect the robustness of the estimate of $$\dot \gamma _0$$, as it characterizes the short time behaviour of the fluctuations, which is accurately sampled in our experiments.

### Estimation of the relative stiffness of the nuclei

To characterize the mechanical response of cell nuclei to intracellular stresses induced by mutual cell displacements, we independently evaluate nuclear and cell deformations by measuring the instantaneous nuclear strain rate using the automated imaging segmentation pipeline described above, and the corresponding instantaneous cell strain rate, obtained after computing the divergence of the velocity fields measured by PIV analysis^36^.

### Atomic force microscopy measurements

AFM measurements were carried out at 37 °C using a NanoWizard3 AFM (JPK, Grermany) mounted on an Olympus inverted microscope. The protocol was adapted from a previous study^62^.

Prior to AFM measurements, MCF10.DCIS.com cells, control or RAB5A-induced, were seeded as a monolayer on 24 mm glass coverslips.

### Cell stretching experiments

Cell stretching experiments were carried out using an automated cell stretching dish (international patent: WO 2018/149795)^63^.

The components of the device were designed using SolidWorks CAD software and 3D printed using a stereolithography-based 3D printer (Form 2, Formlabs) and a biocompatible and autoclavable dental resin (Dental SG resin, Formlabs). The printed parts were washed with isopropyl alcohol to remove eventual uncured resin and then post-cured in a UV box to complete the polymerization process. The 3D printed parts were then polished and assembled to create the lower and the upper portions of the stretching dish.

The lower portion (cell culture chamber) has four clips clamping a deformable silicone membrane (thickness, 200 µm, Silex Silicones) sandwiched between two rings. The upper portion (aperture driver) consists of stretching means movable relative to the chamber. This is coupled to a motor controller allowing to regulate the simultaneous movement of the stretching means and then apply the required stress/strain to the membrane seeded with cells. According to previous tests, the strain field is uniform in the central region of the dish within 6 mm^2^.

Prior to the experiments, the cell culture chamber of the stretching device was coated with fibronectin (20 µg ml^–1^). Control and RAB5A-induced MCF10.DCIS cells were seeded as a monolayer.

Before imaging, the whole cell stretching dish was assembled by connecting the aperture driver of the stretching dish to the cell culture chamber. Biaxial stretching was applied directly on the stage of the microscope. Image acquisition was performed using a Confocal Spinning Disk system (Olympus) mounted on an IX83 inverted microscope provided with a motorized stage and an IXON 897 Ultra camera (Andor, 16 bit, pixel size 16 µm), and driven by CellSens Dimension software. Fluorescence images were acquired before and after application of 22% biaxial strain (reached in six stretching steps) through a 20× objective (UPlansApo, NA 0.75) using the EPI-fluorescence mode (excitation wavelength: 530–550 nm). For both control and RAB5A-expressing cells, 30 regions (field of views) were considered within the central region of the cell stretching dish. For each field of view, we evaluated the fractional change $${\Delta}a = \left( {A_f - A_i} \right)/A_i$$ in the average nuclear-projected area upon stretching. Exploiting the mechanical model in ref. ^36^, we estimate the ratio between the effective elastic moduli *E*_N_ and *E*_CY_ of the nucleus, and the cytoplasm, respectively, as

$$E_\mathrm{N}/E_\mathrm{CY} = \left( {{\it{\epsilon }}_\mathrm{tot}/{{{\mathrm{{\Delta}}}}}a - \beta } \right)/\left( {1 - \beta } \right),$$

where $${\it{\epsilon }}_\mathrm{tot} = 1.28 \times 1.28 \cong 1.49$$ is the imposed area strain and *β* is the surface fraction covered by the nuclei. In our experiments, *β* was found to vary in the range [0.25, 0.31] and [0.17, 0.24] for MCF10.DCIS control and RAB5A-expressing cells, respectively.

### Nuclear deformation through constricted channels

To evaluate nucleus deformability suspended cells were passively flowed, at a concentration of 100,000 cells ml^–1^ and a flow rate of 5 µl min^–1^, into microchannels of 25×20 µm size with a constriction of 6×20 µm that induces substantial nuclear deformation. The microfluidic device was obtained from a micro-structured silicon mould fabricated at the clean room facilities of the Binning and Rohrer Nanotechnology Center through standard photolithography and dry etching processes. The microfluidic chip was then fabricated in PDMS (Sylgard 184) through standard replica moulding. Briefly, the PDMS precursor was mixed with the crosslinker (10:1) and poured on the silicon mould, degassed for 1 h in a vacuum bell and then cured for 3 h at 90 °C. The chip was then demoulded, treated for 1 min with oxygen plasma and irreversibly bonded to a 35 mm bottom-glass petri dish (Mattek).

Experiments were performed at 37 °C and 5% CO_2_ atmosphere. Nuclear squeezing was recorded using a LEICA widefield DMI8 inverted system equipped with a HC PL Fluotar 10× NA = 0.32 (Leica, #506522) objective. The excitation source was a solid-state LED illumination at 475/28 nm (Lumencor light engine LED8). Images were each acquired for 50 ms with a sCMOS Andor Neo 5.5 camera.

To quantify nuclear deformability, we measured the speed of aspect ratio (AR) variation of control and RAB5A-expressing cells. Nuclei were labelled with mCherry-H2B. AR is a dimensionless parameter, and its rate of change provides a direct measurement of nuclear deformability, with higher values corresponding to more deformable (that is, softer) nuclei. We measured nuclei AR for several cells in the time interval needed to pass from an undeformed, just before entering into the constriction, to a completely squeezed configuration (Supplementary Fig. 6e, from *A*/*R*_0_ at *t*_0_ to *A*/*R*_*f*_ at *t*_*f*_). Images were analysed with ImageJ and the nuclear AR variation rates extrapolated through a robust fit in R using the ‘robustbase’ package^64^, where the rate of AR changes as a function of time and is the slope of the fitted curve.

### Excess of perimeter and NE fluctuations

The dimensionless parameter excess of the perimeter of the projected nuclear shape (EOP) was determined through the analysis of immunofluorescent images of SUN2, an inner nuclear membrane protein^38^. As described previously^65^, to determine EOP, we first obtained values for perimeter (*P*) and surface area (*A*) from 2D projected images taken at the maximum radius of the nucleus (using SUN2 stained nuclei). Next, we introduced *R*_0_ as the radius of the circle defined by the area *A*, and compute EOP as the ratio between (*P* − 2π*R*_0_) and (2π*R*_0_). EOP values of a highly folded, presumably floppy, and soft object tend to be close to 1, whereas EOP of a rigid object with a smooth surface tends to be close to 0.

Nuclear envelope fluctuations were measured following the method described in ref. ^65^. Nuclear envelope images of both control and Rab5 populations were recorded using an HC PL APO 63× NA 1,40 OIL immersion objective (Leica, #506350), on a Leica DMI8 widefield Thunder Imager, equipped with a Leica DFC9000 GTC sCMOS camera.

A 488 LED illumination was used to record short time-lapses of about 2 min with high frame rate (4 fps).

The positions of each nucleus have been corrected for the natural linear and rotational motion of the cells using the Stackreg plugin available on Fiji software^66^.

Nuclear envelope fluctuations are measured as the standard deviation from its mean position. Eight separate line scans were drawn orthogonally along the surface of the nucleus. A simple macro (stackprofile_Pala)—modified from a version found on the ImageJ website^55^ by Michael Schmid—was used to determine the profile of each line scan for each time point in the video. The standard deviation of the position of the nuclear envelope around the mean position of all timepoints is taken as a measure of the fluctuation of the nuclear envelope. Each point along a nucleus contributes as one measure. Obtained values are expressed in μm. *N* = 10 cells for both populations, for a total of *n* = 80 measures.

### Imaging and direct particle tracking

For the analysis of genetically encoded viral particles, control or RAB5A-expressing MCF10A and MCF10.DCIS.com cells were lentivirally infected with pLH1337-CMV-PfV-Sapphire-IRES-DsRed-WPRE (Addgene).

Single particle tracking was performed for 40 nM GEMs using a Perkin Elmer Spinning Disk Confocal Microscope and fluorescence was recorded with a C9100-50 (EMCCD) Camera and a 100× objective at a 20 ms image capture rate. The tracking of particles was performed with the Mosaic suite of FIJI using the following typical parameters: radius = 3, cut-off = 0.001 of fluorescence intensity, a link range of 1, and a maximum displacement of 5 px, assuming Brownian dynamics.

### Extraction of the rheological parameters

For every trajectory, we calculated the time-averaged mean square displacement as defined previously^37,67^. To characterize the individual particle trajectories, we calculated apparent diffusion coefficients by fitting mean square displacement with linear (diffusive) time dependence at short time scales as shown previously^37^.

### Brillouin microscopy

Control and RAB5A-MCF10.DCIS.com cells treated with doxycycline were grown in adhesion on a glass coverslip. Cells were analysed by Brillouin micro-spectroscopy as described previously^68^. Briefly, the 53C2 nm monochromatic beam of a single mode, diode-pumped, solid state laser (Spectra-Physics Excelsior) is focused with a power less than 5 mW. The investigated position inside the cell nuclei was chosen using the correlated bright field image of a custom-made inverted microscope.

The same water immersion 60× objective (UPLSAPO-60XW from Olympus) was used to acquire bright field images, to focalize the laser beam and to collect the back-scattered light, which is analysed in frequency by the TFP-2 interferometer^68^. The archived spatial resolution of the mechanical characterization was in the micrometric length scale^69^.

The Brillouin frequency was extracted fitting the spectra using a damped harmonic oscillator function. Measurements of the longitudinal elastic moduli were obtained after setting the cellular density at *ρ* = 1,080 kg m^−3^, and the refractive index at *n* = 1.386 as described previously^68^.

### Statistical analysis

All data are presented as scatter plots or box plots expressed as mean ± s.d. unless otherwise indicated. The number of experiments as well as the number of samples analysed is specified for each experiment and reported in the figure legends. Statistical significance was calculated, whenever we compared two distinct distributions, using a parametric two-tails unpaired student’s *t*-test with Welch corrections for two samples with unequal variance or non-parametric two-tailed Mann–Whitney *t*-test as indicated. Kruskal–Wallis/Dunn’s test was used for one-way data with more than two groups. Nested one-way ANOVA was used as reported for comparison of more unmatched groups. Statistical calculations were performed in GraphPad Prism 8 or Microsoft Excel. The significance of fold difference of each differential gene expression obtained by QRT-PCR was established using a two-tailed unpaired Student’s *t-*test with Welch corrections for two samples and were with *P* values > 0.05 in all cases. Data collection and analysis were performed blind to the conditions of the experiments. Specifically, in all experiments involving mice, we assigned each mouse randomly to the treatment groups (injection of control or RAB5A cells into mammary fat pads). For the experiment with cells, we had two genetically distinct groups (control versus RAB5A) that were treated equally and randomly. For the CLEM experiment, we selected blindly control or RAB5A cells displaying accumulated perinuclear cGAS. No data points were excluded.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41563-022-01431-x.

## Supplementary information

Supplementary Information Legends to Supplementary Videos 1–13, Supplementary Fig. 1, Tables 1–3, discussion, methods and references.

Reporting Summary

Supplementary Video 1 Control (CTR) or RAB5A-MCF10.DCIS.com monolayers seeded at various densities in a 12-well plate, and monitored by time-lapse microscopy over 48 hours. Pictures were taken every 15 minutes (Extended Data Fig. 2c). Scale bar, 150 μm.

Supplementary Video 2 Control (CTR) or RAB5A-MCF10.DCIS.com monolayers expressing mCherry-H2B treated with hypotonic solution were monitored by fluorescence time-lapse microscopy over 48 hours. Pictures were taken every 15 minutes (Extended Data Fig. 2g). Scale bar, 150 μm.

Supplementary Video 3 Control or RAB5-expressing HaCat monolayers were seeded at a jamming density, serum starved for 2 days, doxycycline-treated and monitored by time-lapse phase-contrast microscopy in the presence or the absence of EGF (100 ng ml^–1^). Frames were acquired every 5 min over a period of 48 hours (Extended Data Fig. 3a–c). Scale bar, 100 µm.

Supplementary Video 4 RAB5A promotes cell fluctuations in confluent monolayer. Space and time cell fluctuations were monitored in MCF10A cells stably expressing EGFP-E-Cadherin by fluorescence time-lapse microscopy over 24 hours. Pictures were taken every 5 min and random pseudo colours are selected for different cell identities (Fig. 2e–g). Scale bar, 20 µm.

Supplementary Video 5 Nuclear segmentation and tracking of nuclear shape changes. Control and RAB5A-MCF10A expressing mCherry-H2B were monitored by fluorescence time-lapse microscopy over a 24 hour period. Pictures were taken every 10 min. The upper panels show randomly picked cell nuclei in which the continuous green lines with different shades of green represent the corresponding fluctuating profiles of nuclear contours obtained via nuclear segmentations (see Fig. 2h). In the bottom magnified panels, the red lines indicate the representative fluctuating profiles of nuclear contours of control and RAB5A-MCF10A cells in a monolayer. Scale bar, 4 μm.

Supplementary Video 6 Control and RAB5A-MCF10.DCIS.com monolayers expressing EGFP-3NLS were seeded at jamming density. After treatment with doxycycline to induce transgene expression, monolayers were monitored by fluorescence time-lapse microscopy over 30 hours. Picture were taken every 15 min. The leakage of EGFP-3NLS into the cytoplasm is indicative of NE ruptures (Fig. 3d,e) Scale bar, 15 μm.

Supplementary Video 7 Control (CTR) and RAB5A-MCF10.DCIS.com expressing mCherry-H2B that are passively going through a restricted 6 μm-wide channel were monitored by fluorescence time-lapse microscopy over 5 minutes. Pictures were taken every 50 msec (Extended Data Fig. 6e). Scale bar, 50 μm.

Supplementary Video 8 Control (CTR) and RAB5A-MCF10.DCIS.com expressing EGFP-Nesprin were monitored by fluorescence time-lapse microscopy over 5 minutes. Pictures were taken every 250 msec (Extended Data Fig. 6h). Scale bar, 10 μm.

Supplementary Video 9 Living breast cancer organoids labelled with NucLight and embedded into Matrigel were monitored by fluorescence time-lapse microscopy over a period of 24 hours. Pictures were taken every 15 min. Scale bar, 15 μm.

Supplementary Video 10 3D rendering of five living breast cancer organoids labelled with NucLight and embedded into Matrigel were monitored by fluorescence time-lapse microscopy over a period of 24 hours. Pictures were taken every 15 min. The size of each box along the *x*- and *y*-directions was 200 μm. In the bottom panels, thin blue, orange and yellow curves are the temporal evolution of the *x*, *y* and *z* components of the angular velocity associated with the rotation of the organoid depicted in the box above each panel, respectively. Thick black curves represent the angular speed, that is, the modulus of the angular velocity. Organoids are categorized as ‘rotating’ if their average angular speed is larger than 0.03 cycles per hour, as ‘non-rotating’ otherwise (Extended Data Fig. 9a–c).

Supplementary Video 11 Wound healing of control (CTR) and RAB5A-MCF10.DCIS.com seeded at jamming density were monitored by time-lapse microscopy for 48 hours. Pictures were taken every 15 min (Extended Data Fig. 10h). Scale bar, 150 μm.

Supplementary Video 12 Invasion into Matrigel of wounded control (CTR) and RAB5A-MCF10.DCIS.com seeded at jamming density were monitored by time-lapse microscopy for 48 hours. Pictures were taken every 15 min (Extended Data Fig. 10i). Scale bar, 150 μm.

Supplementary Video 13 A semi-automated image analysis pipeline to quantify the location of the γH2AX expressing cells in the tumoural ductal-adenocarcinoma regions.

Supplementary Data 1 Source data to Supplementary Fig. 1.

## Data Availability

RNA-seq data of MCF10A, MCF10.DCIS.com cells and organoids are deposited in the Gene Expression Omnibus (GEO) and European Genomephenome Archive (EGA), with the respective accession numbers: GSE183479 RNA-seq, GSE183539 SAMMY-seq, GSE183407 ChIP-seq, GSE205108 RNA-seq of organoids. Other data generated or analysed during this study are included in the Supplementary Information and are available from the corresponding authors upon request. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 1 Uncropped scanned blots.
Source Data Fig. 2 Statistical source data.
Source Data Fig. 2 Uncropped scanned blots.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 4 Statistical source data.
Source Data Fig. 5 Statistical source data.
Source Data Fig. 6 Statistical source data.
Source Data Extended Data Fig. 1 Statistical source data.
Source data. Extended Data Fig. 1c Uncropped scanned blots.
Source Data Extended Data Fig. 2 Statistical source data.
Source Data Extended Data Fig. 3 Statistical source data.
Source Data Extended Data Fig. 5 Statistical source data.
Source Data Extended Data Fig. 6 Statistical source data.
Source Data Extended Data Fig. 8 Statistical source data.
Source Data Extended Data Fig. 9 Statistical source data.
Source Data Extended Data Fig. 10 Statistical source data.

# Supplementary material for: Tissue fluidification promotes a cGAS–STING cytosolic DNA response in invasive breast cancer
**Source:** Nat Mater. 2022 Dec 29;22(5):644–55. doi: 10.1038/s41563-022-01431-x
**Supplement:** Supplementary file 1 — Legends to Supplementary Videos 1–13, Supplementary Fig. 1, Tables 1–3, discussion, methods and references.

# Tissue fluidification promotes a cGAS–STING cytosolic DNA response in invasive breast cancer

---

In the format provided by the  
authors and unedited

**This PDF file includes:**

Supplementary Legends to Videos 1 to 13

Supplementary Figure 1

Extended data Tables 1 to 3 relative to Supplementary Methods

Supplementary Note (Discussion)

Supplementary Methods

Supplementary References

## Supplementary Legends to Videos

### Video1.

Control (CTR) or RAB5A-MCF10.DCIS.com monolayers seeded at various densities in a 12 wells plate, and monitored by time lapse microscopy over a 48 hours period. Pictures were taken every 15 minutes (see Extended data Fig. 2C). Scale bar, 150  $\mu$ m.

### Video2.

Control (CTR) or RAB5A-MCF10.DCIS.com monolayers expressing mCherry-H2B treated with hypotonic solution were monitored by fluorescence time-lapse microscopy over a 48 hours period. Pictures were taken every 15 minutes (see Extended data Fig. 2G). Scale bar, 150  $\mu$ m.

### Video3.

Control or RAB5-expressing HaCat monolayers were seeded at a jamming density, serum starved for 2 days, doxycycline-treated and monitored by time-lapse phase-contrast microscopy in the presence or the absence of EGF (100 ng/ml). Frames were acquired with every 5 min over a period of 48 hours (see Extended data Fig. 3A-C). Scale bar, 100  $\mu$ m.

### Video4.

RAB5A promotes cell fluctuations in confluent monolayer. Space and time cell fluctuations were monitored in MCF-10A cells stably expressing EGFP-E-cadherin by fluorescence time-lapse microscopy over a 24 hours period. Pictures were taken every 5 min and random pseudo colors are selected for different cell identities (see Fig. 2E-G). Scale bar, 20  $\mu$ m.

### Video5.

Nuclear segmentation and tracking of nuclear shape changes. Control and RAB5A-MCF10A expressing mCherry-H2B were monitored by fluorescence time-lapse microscopy over a 24 hour period. Pictures were taken every 10 min. The upper panels show randomly picked cell nuclei in which the continuous green lines with different shades of green represent the corresponding fluctuating profiles of nuclear contours obtained *via* nuclear segmentations (see Fig. 2H). In the bottom magnified panels, the red lines indicate the representative fluctuating profiles of nuclear contours of control and RAB5A-MCF10A cells in a monolayer. Scale bar, 4  $\mu$ m.

### Video6.

Control and RAB5A-MCF10.DCIS.com monolayers expressing EGFP-3NLS were seeded at jamming density. After treatment with doxycycline to induce transgene expression, monolayers were monitored by fluorescence time-lapse microscopy over a 30 hours period. Picture were taken every 15 min. The leakage of EGFP-3NLS into the cytoplasm is indicative of NE ruptures (see Fig. 3D-E) Scale bar, 15  $\mu$ m.

**Video7.**

Control (CTR) and RAB5A-MCF10.DCIS.com expressing mCherry-H2B that are passively going through a restricted 6 micrometer-wide channel were monitored by fluorescence time-lapse microscopy over a 5 minutes period. Pictures were taken every 50 msec. (see Extended data Fig. 6E). Scale Bar, 50  $\mu$ m.

**Video8.**

Control (CTR) and RAB5A-MCF10.DCIS.com expressing EGFP-Nesprin were monitored by fluorescence time-lapse microscopy over a 5 minutes period. Pictures were taken every 250 msec. (see Extended data Fig. 6H). Scale Bar, 10  $\mu$ m.

**Video9.**

Living breast cancer organoids labelled with NucLight and embedded into Matrigel were monitored by fluorescence time-lapse microscopy over a period of 24 hours. Pictures were taken every 15 min. Scale Bar, 15  $\mu$ m.

**Video10.**

3D rendering of five living breast cancer organoids labelled with NucLight and embedded into Matrigel were monitored by fluorescence time-lapse microscopy over a period of 24 hours. Pictures were taken every 15 min. The size of each box along the x- and y- directions corresponds to 200  $\mu$ m. In the bottom panels, thin blue, orange and yellow curves are the temporal evolution of the x, y and z components of the angular velocity associated with the rotation of the organoid depicted in the box above each panel, respectively. Thick black curves represent the angular speed, *i.e.*, the modulus of the angular velocity. Organoids are categorized as “rotating” if their average angular speed is larger than 0.03 cycles/h, as “non rotating” otherwise (see Extended data Fig. 9A-C).

**Video11.**

Wound healing of control (CTR) and RAB5A-MCF10.DCIS.com seeded at jamming density were monitored by time-lapse microscopy for 48 hours. Pictures were taken every 15 min. (see Extended data Fig. 10H). Scale Bar, 150  $\mu$ m.

**Video12.**

Invasion into Matrigel of wounded control (CTR) and RAB5A-MCF10.DCIS.com seeded at jamming density were monitored by time-lapse microscopy for 48 hours. Pictures were taken every 15 min. (see Extended data Fig. 10I). Scale Bar, 150  $\mu$ m.

**Video13.**

A semi-automated image analysis pipeline to quantify the location of the  $\gamma$ H2AX expressing cells in the tumoral ductal-adenocarcinoma regions. A deep learning based nuclear segmentation (Stardist)<sup>1</sup> was employed to segment individual nuclei and identified the centroid positions of each nuclei in the image frame. A semi-automated analysis was used to identify the location of whole area, the core region and the outer margin of the ductal-adenocarcinoma. An automated histogram-based thresholding in each frame to identify regions with high expression of  $\gamma$ H2AX signal, above the threshold applied. Isolated small spots were removed as noise. Nuclei that display either a positive

101 or weak/absent (below the arbitrary established threshold levels)  $\gamma$ H2AX signal were  
102 identified. For each case, we quantified the total number of nuclei, the number of nuclei  
103 with strongly positive or weak/no  $\gamma$ H2AX signal in the tumor core, tumor surface and in  
104 the whole tumoral areas and computed the percentage of nuclei with strongly positive  
105  $\gamma$ H2AX signal in the core region, tumor front regions and in the whole tumor region over  
106 9 independent cases (see Materials and Methods for details).  
107

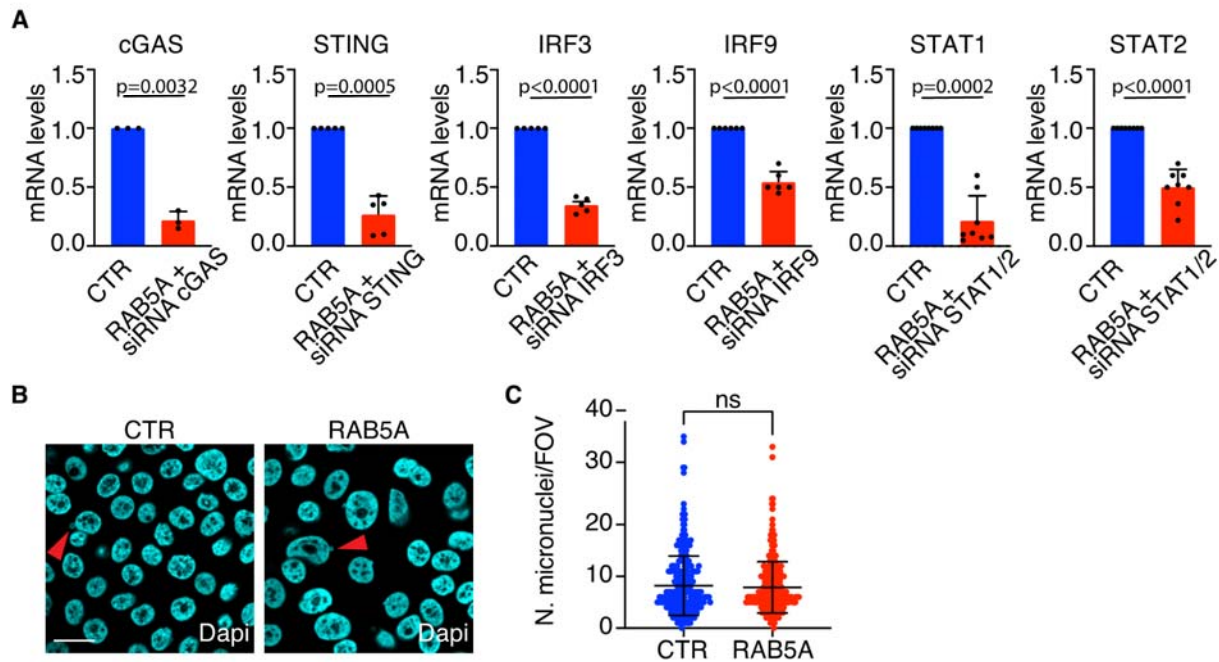

# Supplementary-Figure 1. Expression of cGAS/STING pathway components and micronuclei analysis

**A.** Box plot of the mRNA expression levels of cGAS, STING, IRF3, IRF9, STAT1 and STAT2 determined by qRT-PCR in RAB5A-MCF10.DCIS.com monolayer over control cells silenced with indicated oligos. Data are expressed as mean  $\pm$  s.d. (each dot represents RAB5A + siRNA cGAS  $n=3$ , RAB5A + siRNA STING  $n=5$ , RAB5A + siRNA IRF3  $n=3$ , RAB5A + siRNA IRF9  $n=3$ , RAB5A + siRNA STAT1  $n=8$ , RAB5A + siRNA STAT2  $n=8$  independent experiments). Values were normalized to the controls of each experiment, two-tails, t-test with Welch's correction.

**B.** Representative images of nuclei and micronuclei stained with DAPI of control and RAB5A monolayers, micronuclei are indicated with red arrowheads. Scale bar, 15  $\mu$ m

**C.** Number of micronuclei per field of view (FOV) in control (CTR) and RAB5A-expressing MCF10.DCIS.com monolayers is expressed as the mean  $\pm$  s.d. ( $>100$  FOV/experimental conditions in  $n=3$  independent experiments). ns $>0.999$ , two-tailed Mann-Whitney non-parametric test.

P values are indicated in each graph.

Supplementary Table 1, Antibodies

## Supplementary Table 2, Reagents, Oligos and QRT-PCR assays

**Supplementary Table 3**

Organoids were prepared as described<sup>2</sup>. The kinematic and dynamical analysis of the whole organoid and their labelled nuclei was performed as described<sup>3</sup>.

## Supplementary Note: Discussion

Like inert soft materials, such as foams and colloids, normal and malignant epithelial tissues can undergo a solid-to-fluid phase transition, which enables them to flow and their constituents to rearrange, while maintaining overall mechanical integrity. This seemingly purely physical process has potential remarkable relevance in clinical cell biology: during carcinogenesis, for example, normal mammary epithelia frequently evolve into solid, rigid, and jammed masses that are densely packed with cancer cells, generating a ductal carcinoma in situ (DCIS); to become invasive ductal carcinoma (IDC), the malignant tissue must gain a certain degree of fluidity to be able to proliferate, migrate collectively and disseminate locally. In this work, we show that this material-like solid-to-fluid phase transition is a rapid, short-term adaptive response to mechanical challenging conditions that, in addition to promoting collective dissemination of early lesions, also results in a long term, transcriptional-dependent phenotype switch toward a cGAS/STING-mediated inflammatory gene response. Remarkably even this long-lived transcriptional adaptation is the result of a response to mechanically challenged conditions to which tissue that transit from a solid, jammed and immobile to a fluid, motile state is subjected. We showed that fluidification via flocking is invariably accompanied and possibly caused by large density fluctuations and cell deformations that are immediately transferred to cell nuclei. Cell reacts to these stresses by mounting several nuclear mechano-protective strategies (such nuclear rigidification, or perinuclear actin cages) that eventually fail, resulting in frequent nuclear envelope ruptures and the release of chromatinized DNA: a potent cGAS/STING mediated proinflammatory, innate immunity response that drastically rewires the transcriptional state of carcinoma collectives.

Previous studies showed that cancer cell invasion into the confinement of narrow channels and gaps of interstitial tissues exerts large mechanical strains on the nucleus that, when above a certain threshold, can lead to nuclear envelope ruptures (NER) and transient leakage of DNA into the cytosol<sup>4-7</sup>. These events, however, are typically short-lived as NER are efficiently and rapidly repaired by the Endosomal Sorting Complex Required for Transport (ESCORT III) system<sup>4, 8</sup> and the Barrier-to-autointegration factor (BAF)<sup>9</sup>, and have not been shown to promote permanent cell fate changes or transcriptional rewiring. BAF, specifically, can also inhibit cGAS binding to DNA and cGAS activation<sup>10</sup>. Tissue fluidification via flocking results, however, in a persistent and a long-lived, chronic mechanical stress state. Tumor cells react to these challenges by mounting a set of diverse mechanoprotective response strategies<sup>11</sup>, including nuclear stiffening, alterations in the distribution and structures of heterochromatin, loss of Lamin B1, and the formation of persistent and nuclear protective actin rings<sup>11</sup>. However, as mechanical strains driven by large-scale tissue fluctuations and small-scale nuclear deformations persist in fluidized tissues, nuclear mechanoprotection eventually fails. This results in frequent and repeated NER, and in mechanically-induced, aberrantly elevated DNA damage. These combined events might lead to the accumulation of fragmented DNA that overcome the inhibitory action of BAF and potentially activates sustained cGAS/STING signaling, leading to rewiring of the transcriptional profile of DCIS toward an innate immunity, interferon-like, inflammatory response. Remarkably, such changes are a cell-intrinsic and an emerging property of tumor cell collectives, rather than dependent on the interaction of the malignant tissue with the microenvironment. It must be noted, however,

that mechanical perturbations associated with tissue fluidification via unjamming have recently been shown to be driven also by extreme ECM-mediated confinement during invasive growth of triple-negative mammary cancer<sup>12</sup> or by compressive stresses<sup>13</sup>. These microenvironmental-driven alterations might also contribute to the activation of proinflammatory, transcriptional changes. Indeed, we showed that in naturally occurring DCIS the activation of cGAS and the increased elevation of  $\gamma$ H2AX frequently accompany the formation of infiltrative foci that mark the transition toward a more invasive phenotype. At these sites, like in model DCIS in 2D and 3D, and in living breast cancer organoids, invasive buds display a graded elevation of RAB5A expression, associated with persistent angular motility and local gradients of fluidification. These local alterations in tissue dynamics are expected to increase chronic mechanical stress, thereby instigating conditions that facilitate NER and cGAS/STING elevation. Recently, we have also shown that extreme confinement in DCIS cancer model cells might be sufficient to promote NERs<sup>14</sup>. These events, however, are relatively transient, but sufficient to promote the nuclear entry of exonucleases, such as TREX1. TREX1 nuclear re-localization, in turn, critically contributes to damage the DNA, under conditions in which the leakage of DNA into the cytoplasm is limited and cGAS is not activated<sup>14</sup>.

Recently, skin epidermis stem/progenitor cells subjected to relatively short cycles of stretching have been shown to trigger amplitude-dependent supracellular and nuclear mechanoresponses<sup>11</sup>. These include the formation of transient actin rings and a nuclear tension-mediated,  $\text{Ca}^{++}$  dependent reduction in the levels of H3K9me3 heterochromatin, resulting in chromatin fluidification and nuclear softening to dissipate mechanical energy<sup>11</sup>. Sustained chromatin fluidification, in turn, led to transcriptional repression and decreased expression of cell identity and differentiation genes<sup>11</sup>. Unjamming via flocking imposes, however, qualitative, and quantitative different mechanical strains, that, nevertheless, elicit a robust set of mechanoprotective responses. These protective strategies, like in skin epidermis stem/progenitor cells, include the permanent formation of actin rings, but no alterations in the global constitutive levels of H3K9me3 heterochromatin, which is, nevertheless, architecturally reorganized. In addition, we detected a slight global increase and a robust redistribution at the nuclear periphery of the facultative H3K27me3 marks. Notably, this latter modification has been shown to occur upon long-term (6-24 hours) stretching, and to be responsible for increase nuclear rigidity<sup>11, 15</sup>, similarly to what we found in fluidized normal and oncogenic mammary epithelia. Persistency of these alterations in the presence of constant mechanical stress exerted on cells and nuclei results in NER, leakage of cytoplasmic DNA, and DNA damage. Thus, cells mount distinctive mechanoprotective responses that are not only dependent on the time and extent of mechanical perturbations but are likely cell context related.

## **Supplementary Methods**

### **Cell cultures and transfection**

MCF10.DCIS.com cells were provided by J. F. Marshall (Barts Cancer Institute, Queen Mary University of London, UK) and maintained in DMEM/F12 (Biowest) supplemented with 5% horse serum (Life Technologies), 2 mM L-Glutamine (EuroClone), 0.5 mg/ml Hydrocortisone (Sigma-Aldrich), 10 µg/ml Human insulin (Sigma-Aldrich) and 20 ng/ml EGF (Peprotech).

MCF10A cells were a gift from J. S. Brugge (Department of Cell Biology, Harvard Medical School, Boston, USA) and were maintained in DMEM/F12 (Biowest) supplemented with 5% horse serum (Life Technologies), 2 mM L-Glutamine (EuroClone), 0.5 mg/ml Hydrocortisone (Sigma-Aldrich), 100 ng/ml cholera toxin (Sigma-Aldrich), 10 µg/ml Human insulin (Sigma-Aldrich) and 20 ng/ml EGF (Peprotech).

HaCaT (ATCC) were maintained DMEM (Lonza) + 10% FBS (Life Technologies) + 2 mM L-Glutamine (EuroClone).

Phoenix-AMPHO cells (American Type Culture Collection, CRL-3213) were used as the packaging cell line for the generation of retroviral particles and cultured as recommended by the supplier.

HEK293T (BBCF-Biological Bank and Cell factory, INT, Milan) were grown in DMEM (Lonza) supplemented with 10% FBS (Life Technologies) and 2 mM L-Glutamine (EuroClone) and used as the packaging line for lentiviral vectors.

MCF10A cells were infected with pSLIK-neo-EV (empty vector, CTR) or pSLIK-neo-RAB5A lentiviruses and selected with the appropriate antibiotic to obtain stable inducible cell lines. MCF10.DCIS.com were infected with pSLIK-neo-EV (empty vector, CTR) or pSLIK-neo-RAB5A lentiviruses and selected with the appropriate antibiotic to obtain stable inducible cell lines. Constitutive expression of mCherry H2B was achieved by retroviruses infection of MCF10DCIS.com cells with pBABE-puro-mCherry-H2B vector. pLL5.0 E-Cadherin shRNA/mEcad-GFP vector was a gift from Alpha S. Yap (Division of Molecular Cell Biology, Institute for Molecular Bioscience, The University of Queensland, Australia). pTRIP-CMV-GFP-FLAG-cGAS GFP vector was from Addgene (plasmid# 86675). pTRIP-SFFV-EGFP-NLS vector was from Addgene (plasmid# 86677). EGFP-Nesprin1 is a mini-Nesprin1 cloned into a pCDH-EGFP plasmid, built using the N-terminal region of giant Nesprin1 (1521bp, aa 1-507), corresponding to the actin-binding Calponin domain, and the C-terminus (1422bp, aa 8325-8797) corresponding to the KASH domain.

Transfections were performed using either calcium phosphate or FuGENE HD Transfection Reagent (Promega, Cat# E2311), according to the manufacturer's instructions.

All cell lines have been authenticated by cell fingerprinting and tested for mycoplasma contamination. Cells were grown at 37 °C in a humidified atmosphere with 5% CO<sub>2</sub>.

### **Generation of lentiviral and retroviral particles**

Packaging of lentiviruses or retroviruses was performed following standard protocols<sup>16</sup>.

### **RNA interference**

siRNA delivery was achieved by mixing 50 nM of specific siRNAs with Optimem and Lipofectamine RNAiMAX Transfection Reagent (Thermofisher, Cat# 13778150). The first

cycle of interference (reverse transfection) was performed on cells in suspension. The day after, a second cycle of interference (forward transfection) was performed on cells in adhesion. The siRNAs used for knocking down specific genes are reported reagents' table. For each RNA interference experiment, a negative control was performed with the same amounts of scrambled siRNAs. Silencing efficiency was controlled by qRT-PCR.

### **Quantitative RT-PCR analysis and Immunoblotting**

Quantitative RT-PCR analysis was performed as previously described<sup>3</sup>.

### **Tissue collection**

Breast biopsies were collected from women undergoing mastectomy for primary breast cancer. Donors were informed before the surgery and agreed by written consent to donate tissues. The use of human material has been reviewed by European Institute of Oncology Ethical Committees (reference to UID 2152). The permit for obtaining clinical material did not include access to basic information regarding patients and their detailed medical histories are not given to the authors. Tumor biopsies were processed immediately upon receipt and cultured as described below.

### **Immunohistochemistry on DCIS and IDC**

#### Immunolocalization analysis of mouse and human tissues sections

Four-micrometers-thick human and mouse tissue sections were deparaffinized, rehydrated and unmasked using Novocastra Epitope Retrieval Solutions pH6 or pH9 in thermostatic bath at 98°C for 30 minutes. Subsequently, the sections were brought to room temperature and washed in PBS. After neutralization of the endogenous peroxidase with 3% H<sub>2</sub>O<sub>2</sub> and Fc blocking by a specific protein block (Leica Novocastra), the samples were incubated with the following primary antibodies: RAB5A (clone EPR5438, 1:100 pH6, ab109534, Abcam), phospho- $\gamma$ H2AX (1:1000 pH6, ab11174, Abcam), cGAS (clone D1D3G, 1:100 pH6, #15102, Cell Signaling), pCHK1 (1:500 pH9, ab58567, Abcam). IHC staining for cGAS was revealed using Novolink Polymer Detection Systems (Leica Novocastra) and DAB (3,3'-Diaminobenzidine, Leica Novocastra) as substrate chromogen and the slides were counterstained with Harris hematoxylin (Novocastra). For multiple-marker immunostainings, to multiplex antibodies raised in the same species, Opal Multiplex IHC kit was developed. After deparaffinization, antigen retrieval in pH6 buffer was brought to a boil at 100% power, followed by 20% power for 15 minutes using microwave technology (MWT). Sections were treated with blocking buffer for 10 minutes at room temperature before primary antibody incubation. Slides were then incubated with Polymeric horseradish peroxidase-conjugated (HRP) secondary antibody for 10 minutes and the signal was visualized using Opal 520 fluorophore-conjugated tyramide signal amplification (TSA) at 1:100 dilution. The HRP catalyze covalent deposition of fluorophores around the marker of interest. The slides were again processed with the microwave treatment to strip primary/secondary antibody complex and allow the next antigen-antibody staining. Another round of staining was performed with the second primary antibody incubation, followed by Polymeric horseradish peroxidase-conjugated (HRP) secondary antibody and Opal 620 fluorophore-conjugated tyramide signal amplification (TSA) at 1:100 dilution for signal visualization. Finally, slides were again microwaved in antigen retrieval buffer and nuclei were subsequently visualized with DAPI

(4',6-diamidin-2-fenilindolo). All slides were analyzed under a Zeiss Axioscope A1 microscope equipped with four fluorescence channels widefield IF. Microphotographs were collected using a Zeiss AxioCam 503 Color digital camera with the Zen 2.0 Software (Zeiss).

#### Quantification of $\gamma$ H2AX in human primary tumor samples

We used a semi-automated image analysis pipeline to quantify the location of the  $\gamma$ H2AX expressing cells in the tumoral ductal adenocarcinoma regions. Specifically, we employed a deep learning based nuclear segmentation (Stardist)<sup>1</sup> to segment individual nuclei and identified the centroid positions of each nuclei in the image frame. A semi-automated analysis was used to identify the location of whole area, the core region and the outer margin of the ductal adenocarcinoma. The proper assignment of these regions was verified by a trained pathologist. In all cases, we removed the segmented nuclei with a centroid 20 pixels from the border regions of the imaging frame. We used an automated histogram-based thresholding in each frame to identify regions with high expression of  $\gamma$ H2AX signal, above the threshold applied. We also removed isolated small spots as noise. Next, we identified the nuclei that display either a positive or weak/absent (below the arbitrary established threshold levels)  $\gamma$ H2AX signal. For each case, we quantified the total number of nuclei, the number of nuclei with strongly positive or weak/no  $\gamma$ H2AX signal in the tumor core, tumor surface and in the whole tumoral areas and computed the percentage of nuclei with strongly positive  $\gamma$ H2AX signal in the core region, tumor front regions and in the whole tumor region over 9 independent cases. The whole image analysis pipeline is presented in Video13.

For the quantification of the percentage of RAB5A-positive displaying  $\gamma$ H2AX positive or cGAS positive signals. After semiautomated identification the whole area, the core region and the outer margin of the ductal-adeno-carcinomas, as described above, the percentage of cells in the various areas expressing express high (>2 on scale from 0.1,2,3) or low I (< 2 on scale from 0.1,2,3) levels of RAB5A identified by expert pathologists and positive for either  $\gamma$ H2AX positive or cGAS was counted.

#### **Transcriptomics analyses**

Control and RAB5A-expressing monolayers MCF10A or MCF10.DCIS.com cells were seeded in six-well plates ( $1.5 \times 10^6$  cells per well) and cultured until a uniform monolayer had formed. Three independent biological replicas were performed for all this analysis. RAB5A expression was induced, by adding fresh complete media supplemented with 2.5  $\mu$ g/ml doxycycline hyclate to cells. Comparable cell confluence was tested by taking pictures by differential interference contrast imaging using a 10 $\times$  objective and counting the number of nuclei per field. After 48 h monolayers were processed for RNA extraction using TRIzol reagent (Thermo Fisher) and processed for total RNA extraction with PureLink™ RNA Mini Kit (Thermo Fisher), according to manufacturer's instructions.

For RNA-seq analysis of breast cancer patients derived organoids, matrigel droplets containing organoids were directly lysed as described above. The RNA quality was assessed by the RNA Integrity Number (RIN) value with RNA 6000 Nano kit assay (Agilent). Only samples with RIN > 8.0 were used in this study. RNA-seq libraries were constructed according to the TruSeq mRNA Stranded preparation kit (Illumina, San Diego, USA) and sequenced at HiSeq2500.

*Libraries for mRNA-Seq:* mRNA-seq indexed library preparation was performed starting from 500 ng of total mRNA (Illumina, TruSeq Stranded mRNA, 20020594) according to the manufacturer's instructions. Indexed libraries were quality controlled on Agilent Bioanalyzer 2100 (High Sensitivity DNA kit), quantified (Qubit dsDNA HS Assay, Q32851), normalized and pooled to perform a multiplexed sequencing run. 1% PhiX control was added to the sequencing pool, to serve as a positive run control. Sequencing was performed in PE mode (2x75nt) on an Illumina NextSeq550 platform, generating on average 50 million PE reads per sample. Experiment was performed using biological triplicates; a total of 12 samples were sequenced.

Reads were aligned to the GRCh38/hg38 assembly human reference genome using the STAR aligner<sup>17</sup> with default settings with the parameter `--quantMode GeneCounts` in order to obtain gene counts. 

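STAR's gene-counting mode writes 1 table per library with the number of reads that overlap each gene, in separate columns for unstranded and for both stranded protocols. Only reads that map to a single place and overlap a single gene enter the counts, so recent gene copies and overlapping genes receive fewer counts than their expression would give. The deposited tables hold 1 of these columns, by gene symbol. Of the 26485 symbols, 23161 matched the current symbols of GENCODE v44, 2234 matched through an older symbol and 1090 had no match.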

Differential gene expression analysis was performed using the Bioconductor package DESeq2<sup>18</sup> that estimates variance-mean dependence in count data from high-throughput sequencing data and tests for differential expression exploiting a negative binomial distribution-based model. Preranked gene set enrichment analysis (GSEA) for evaluating pathway enrichment in transcriptional data was carried out using the Bioconductor package fgsea<sup>19</sup>, taking advantage of the Hallmarks, KEGG and chemical and genetic perturbations (CGP) gene sets available from the GSEA Molecular Signatures Database (<http://www.gsea-msigdb.org/gsea/msigdb/collections.jsp>).

Transcription factor enrichment analysis for overlap between the input set of differentially expressed genes and entries of the ChEA and ENCODE databases was performed using the Transcription Factor Enrichment Analysis tool from the X2K Web suite (<https://maayanlab.cloud/X2K/>) that infers upstream regulatory networks from lists of differentially expressed genes.

### **Chip-Seq experiments**

Control or RAB5A-expressing MCF10 DCIS.com monolayers were treated with Formaldehyde (F8775 SIGMA) in a PBS-solution (final 1%) for 10 min while rocking at room temperature and quenched with 0.125 M Glycine for 5 min. Cells were washed twice with cold PBS and scraped off the plates. PBS-washed cells were transferred to 15 ml tubes and spun down at 400g at 4°C. The pellet was lysed with 1X sonication lysis buffer (10 mM Tris pH 8.0, 0.25% SDS, 2 mM EDTA, plus protease inhibitors) and incubated for at least 10 min at 4°C. Lysed chromatin was sheared at the average size of 300 bp fragments using Covaris® E220 evolution ultrasonicator (settings: duty factor 20%, peak incidence power 75 Watt, cycles per burst 200, 5 minutes). Sonicated chromatin (3 mg) was incubated overnight at 4°C with 3 mg of the following histone mark antibodies: H3K9me3 ab176916, H3K9me3 ab8898. Immunocomplexes were recovered with 20 µl of pre-blocked Protein G-Dynabeads (Thermo Fisher) for 2 h, at 4°C, and washed twice with RIPA-low salt, twice with RIPA-high salt, twice with RIPA-LiCl and once with 10 mM Tris pH 8.0 and once with 1X TE, as previously reported<sup>20</sup>. The washed immunocomplexes were incubated with ChIP elution buffer (10 mM Tris-HCl pH 8.0, 5 mM EDTA pH 8.0, 300 mM NaCl, 0.4% SDS) supplemented with 0.8 mg/ml Proteinase K for 1 h at 55°C and overnight at 65°C, for reverse crosslinking. The immunoprecipitated DNA was then purified by Qiagen MinElute kit (Qiagen) and eluted in 22 µl EB buffer. ChIP-seq libraries were constructed with TruSeq ChIP Library Preparation Kit (Illumina),

according to the manufacturer's instructions and sequenced on Illumina HiSeq2500 platform.

*Libraries for ChIP-Seq:* 2 ng of DNA having fragment size 350-400bp were used to synthesize libraries for Chromatin Immunoprecipitation profiles (Kapa HyperPrep kit; Roche KK8504, KK8727). Indexed DNA libraries were size-selected and purified (AmpureXP, Beckman, A63881), quantitated (Qubit dsDNA HS Assay, Q32851), checked for size distribution on Agilent Bioanalyzer 2100 (DNA HS kit, Agilent, 5067-4626) and normalized for pooling. 1% PhiX control was added to the sequencing pool, to serve as a positive run control. Sequencing was performed in SR mode (1x75nt) on an Illumina NextSeq550 platform, generating on average 35 million SR reads per sample. A total of 14 samples were sequenced

### **SAMMY-seq experiments.**

Three distinct biological replicas of control and RAB5A expressing MCF10.DCIS.com monolayers were processed for chromatin fractionation as described<sup>21</sup>, with minor adaptations. Briefly, Three distinct biological replicas of control and RAB5A expressing MCF10.DCIS.com monolayers were processed for chromatin fractionation as described<sup>21</sup>, with minor adaptations. Briefly, 3 million cells were washed in PBS 1X, and extracted in 600 µl of cytoskeleton buffer (CSK: 10 mM PIPES pH 6,8; 100 mM NaCl; 1 mM EGTA; 300 mM Sucrose; 3 mM MgCl<sub>2</sub>; 1X protease Inhibitors by Roche Diagnostics; 1 mM PMSF) supplemented with 1 mM DTT and 0,5% Triton X-100. After 10 min on wheel at 4°C the cytoskeletal structure was separated from soluble proteins by centrifugation at 900g for 3 min at 4°C, and the supernatant was labeled as S1 fraction. The pellets were resuspended with 600 µl of cytoskeleton buffer, put 10 min on wheel at 4°C followed by centrifugation at 900g for 3 min at 4°C. Chromatin was solubilized by DNA digestion with 25U of RNase-free DNase (Turbo DNase; Invitrogen AM2238) in 100 µl of CSK buffer for 60 min at 37°C. To stop digestion, ammonium sulphate was added in CSK buffer to a final concentration of 250 mM and, after 5 min in ice, samples were pelleted at 2350g for 3 min at 4°C and the supernatant was labeled as S2 fraction. The pellets were resuspended with 200 µl of CSK buffer, put 10 min on wheel at 4°C followed by centrifugation at 2350g for 3 min at 4°C. The pellet was further extracted with 100 µl of CSK buffer with 2M NaCl for 5 min at 4°C, centrifuged at 2350g 3 min at 4°C and the supernatant was labeled as S3 fraction. This treatment removed the majority of histones from chromatin. The pellets were washed twice with 200 µl of CSK buffer with 2M NaCl, put 10 min on wheel at 4°C followed by centrifugation at 2350g for 3 min at 4°C. The pellets were solubilized in 100 µl of 8M urea buffer for 10 min at room temperature to remove any remaining protein component by applying highly denaturing conditions. This fraction was labeled as S4. DNA was extracted from S2, S3 and S4 fractions.

*Libraries for SAMMY-Seq:* for fractions S2, S3 and S4 obtained from chromatin fractionation procedure, at least 2.5 ng DNA were used to generate an indexed library (Kapa HyperPrep kit; Roche KK8504, KK8727). Indexed DNA libraries were purified (AmpureXP, Beckman, A63881), quantitated (Qubit dsDNA HS Assay, Q32851), checked for size distribution on Agilent Bioanalyzer 2100 (DNA HS kit, Agilent, 5067-4626) and normalized for pooling. 1% PhiX control was added to the sequencing pool, to serve as a positive run control. Sequencing was performed in SR mode (1x75nt) on an Illumina

NextSeq550 platform, generating at least 30 million SR reads per sample. Experiment was performed using biological triplicates; A total of 18 samples were sequenced

#### *SAMMY-seq and ChIP-seq data analysis*

##### Preprocessing of sequencing reads

Sequencing reads were trimmed and adapters removed by using Trimmomatic (v0.39)<sup>22</sup> using the following parameters for SAMMY-seq and ChIP-seq data: 2 for seed\_mismatch, 30 for palindrome\_threshold, 10 for simple\_threshold, 3 for leading, 3 for trailing and 4:15 for sliding window and sequence minimum length threshold of 35. As clip file has been used the trimmomatic provided dataset "TruSeq3-SE.fa" (for single end). In addition, only for SAMMY-seq data, all reads were cropped to 75 bp reads length (if longer) by setting the crop option of Trimmomatic (v0.39) to 75. After trimming, the reads were aligned using BWA (v0.7.17-r1188)<sup>23</sup> setting -k parameter as 2 and using as reference genome the UCSC hg38 one (only canonical chromosomes have been taken into consideration). The alignment duplicates have been marked with Picard (v2.22) (<http://broadinstitute.github.io/picard/>) MarkDuplicates option. And then filtered using Samtools (v1.9)<sup>24</sup>, in addition we filtered all the reads with mapping quality lower than 1, unmapped and read fails platform/vendor quality checks (-F 1540 -q 1). Each sequencing lane has been analysed separately up to this point and then merged.

##### Genomic tracks for data visualization

The comparison between sequencing reads enrichment in ChIP-seq (ChIP over input control reads enrichment) or SAMMY-seq fractions comparison was performed using the SPP (v1.16.0)<sup>25</sup> (v3.5.2) library. The reads have been imported from the (previously filtered) bam files using the "read.bam.tags" function, then they were filtered using "remove.local.tag.anomalies" and finally the normalized log2 reads density ratio was computed using the function "get.smoothed.enrichment.mle" setting "tag.shift = 0" and "background.density.scaling = TRUE" to exclude enriched regions from the calculation of normalization scaling factor.

The comparisons between sequencing reads enrichment were graphically plot using the R (v3.5.2) library Gviz (1.26.5) setting 1000 as number of represented points ("window" parameter).

##### Heterochromatin domains calling

Heterochromatin (H3K9me3 enriched) domains were defined using the EDD (v1.1.19)<sup>26</sup> software with parameters (binsize = 200 Kb and gap penalty = 25) processing the filtered bam files obtained as described above. The "required\_fraction\_of\_informative\_bins" parameter was set to 0.98. The unalignable regions were defined with the ENCODE Unified GRCh38 Exclusion List (previously "blacklist") and downloaded from (<https://www.encodeproject.org/files/ENCFF356LFX/>).

##### Metaprofile analysis

The metaprofile analysis was performed using DeepTools (v3.4.3)<sup>27</sup>. The metaprofile matrix was calculated using the "computeMatrix" command of DeepTools, using as regions of interest the heterochromatin domains obtained from CTR H3K9me3 ChIP-seq experiment (with antibody ab-176916-Abcam), as described above, and as signal the S4/S2 or the S4/S3 SAMMY-seq fractions comparisons (log2 ratios) calculated with SPP,

as described above. The domains flanking regions (upstream and downstream) were defined of a size of 1 Mb and 20 Kb was chosen as bin size for each bin representing the domain ("binSize" parameter) and the target size of the domains rescaling was defined as 3 Mb. In addition, the "skipZeros" option was added to remove regions with zero reads coverage. The metaprofile matrix was represented using the "plotProfile" tool of DeepTools using as input the previously created matrix.

### **Immunostaining**

Cells were washed twice with 1X PBS, fixed in 4% paraformaldehyde for 10 min and permeabilized with 0.1% Triton X-100 and 10% FBS for 10 min. After a 1X PBS wash, primary antibodies were added for 2 h at room temperature. Coverslips were washed in 1X PBS before secondary antibody incubation for 1 h at room temperature, protected from light. FITC-phalloidin was added in the secondary antibody step, where applicable. After removal of not specifically bound antibodies by 1X PBS washing, nuclei were stained with 0.5 ng ml<sup>-1</sup> DAPI. Samples were post-fixed and mounted on glass slides in anti-fade mounting medium (glycerol). Antibodies were diluted in 1X PBS and 10% FBS.

### **Electron microscopy**

Electron microscopic examination, immune EM goldlabelling based on pre embedding, EM tomography and correlative light-electron microscopy (CLEM) were performed as previously described<sup>28-30</sup>.

EM Tomography: Two-step CLEM based on the analysis of tomographic reconstructions acquired under low magnification with consecutive reacquisition of EM tomo box under high magnification and its re-examination was used exactly as described<sup>29</sup>. Briefly, an ultramicrotome (Leica EM UC7; Leica Microsystems, Vienna) was used to cut 200 nm serial semi-thick sections. Sections were collected onto 1 % Formvar films adhered to slot grids. Both sides of the grids were labelled with fiduciary 10 nm gold (PAG10, CMC, Utrecht, the Netherlands). Tilt-series were collected from the samples from  $\pm 65^\circ$  with  $1^\circ$  increments at 200 kV in Tecnai 20 electron microscopes (FEI, Thermo Fisher Scientific, Eindhoven, the Netherlands). Tilt series were recorded at a magnification of 9,600x, using software supplied with the instrument. The nominal resolution in our tomograms was 4 nm, based upon section thickness, the number of tilts, tilt increments, and tilt angle range. The IMOD package and its newest viewer, 3DMOD 4.0.11, were used to construct individual tomograms and for the assignment of the outer leaflet of organelle membrane contours, CLEM was performed exactly as described<sup>28</sup>.

## References

1. Schmidt, U., Weigert, M., Broaddus, C. & Myers, G. 265-273 (Springer International Publishing, Cham; 2018).
2. Sachs, N. *et al.* A Living Biobank of Breast Cancer Organoids Captures Disease Heterogeneity. *Cell* **172**, 373-386 e310 (2018).
3. Palamidessi, A. *et al.* Unjamming overcomes kinetic and proliferation arrest in terminally differentiated cells and promotes collective motility of carcinoma. *Nat Mater* **18**, 1252-1263 (2019).
4. Raab, M. *et al.* ESCRT III repairs nuclear envelope ruptures during cell migration to limit DNA damage and cell death. *Science* **352**, 359-362 (2016).
5. Denais, C.M. *et al.* Nuclear envelope rupture and repair during cancer cell migration. *Science* **352**, 353-358 (2016).
6. Pfeifer, C.R. *et al.* Constricted migration increases DNA damage and independently represses cell cycle. *Mol Biol Cell* **29**, 1948-1962 (2018).
7. Xia, Y. *et al.* Nuclear rupture at sites of high curvature compromises retention of DNA repair factors. *J Cell Biol* **217**, 3796-3808 (2018).
8. Radulovic, M. & Stenmark, H. ESCRTs in membrane sealing. *Biochem Soc Trans* **46**, 773-778 (2018).
9. Halfmann, C.T. *et al.* Repair of nuclear ruptures requires barrier-to-autointegration factor. *J Cell Biol* **218**, 2136-2149 (2019).
10. Guey, B. *et al.* BAF restricts cGAS on nuclear DNA to prevent innate immune activation. *Science* **369**, 823-828 (2020).
11. Nava, M.M. *et al.* Heterochromatin-Driven Nuclear Softening Protects the Genome against Mechanical Stress-Induced Damage. *Cell* **181**, 800-817 e822 (2020).
12. Iliina, O. *et al.* Cell-cell adhesion and 3D matrix confinement determine jamming transitions in breast cancer invasion. *Nat Cell Biol* **22**, 1103-1115 (2020).
13. Kilic, A. *et al.* Mechanical forces induce an asthma gene signature in healthy airway epithelial cells. *Sci Rep* **10**, 966 (2020).
14. Nader, G.P.F. *et al.* Compromised nuclear envelope integrity drives tumor cell invasion. *bioRxiv*, 2020.2005.2022.110122 (2020).
15. Le, H.Q. *et al.* Mechanical regulation of transcription controls Polycomb-mediated gene silencing during lineage commitment. *Nat Cell Biol* **18**, 864-875 (2016).
16. Malinverno, C. *et al.* Endocytic reawakening of motility in jammed epithelia. *Nat Mater* **16**, 587-596 (2017).
17. Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15-21 (2013).
18. Love, M.I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014).
19. Sergushichev, A.A. An algorithm for fast preranked gene set enrichment analysis using cumulative statistic calculation. *bioRxiv*, 060012 (2016).
20. Della Chiara, G. *et al.* Epigenomic landscape of human colorectal cancer unveils an aberrant core of pan-cancer enhancers orchestrated by YAP/TAZ. *Nat Commun* **12**, 2340 (2021).
21. He, D.C., Nickerson, J.A. & Penman, S. Core filaments of the nuclear matrix. *J Cell Biol* **110**, 569-580 (1990).

- 580 22. Bolger, A.M., Lohse, M. & Usadel, B. Trimmomatic: a flexible trimmer for Illumina  
581 sequence data. *Bioinformatics* **30**, 2114-2120 (2014).
- 582 23. Li, H. & Durbin, R. Fast and accurate short read alignment with Burrows-Wheeler  
583 transform. *Bioinformatics* **25**, 1754-1760 (2009).
- 584 24. Li, H. *et al.* The Sequence Alignment/Map format and SAMtools. *Bioinformatics*  
585 **25**, 2078-2079 (2009).
- 586 25. Kharchenko, P.V., Tolstorukov, M.Y. & Park, P.J. Design and analysis of ChIP-seq  
587 experiments for DNA-binding proteins. *Nat Biotechnol* **26**, 1351-1359 (2008).
- 588 26. Hahne, F. & Ivanek, R. Visualizing Genomic Data Using Gviz and Bioconductor.  
589 *Methods Mol Biol* **1418**, 335-351 (2016).
- 590 27. Ramirez, F. *et al.* deepTools2: a next generation web server for deep-sequencing  
591 data analysis. *Nucleic Acids Res* **44**, W160-165 (2016).
- 592 28. Beznoussenko, G.V. *et al.* Transport of soluble proteins through the Golgi occurs  
593 by diffusion via continuities across cisternae. *Elife* **3** (2014).
- 594 29. Beznoussenko, G.V., Ragnini-Wilson, A., Wilson, C. & Mironov, A.A. Three-  
595 dimensional and immune electron microscopic analysis of the secretory pathway  
596 in *Saccharomyces cerevisiae*. *Histochem Cell Biol* **146**, 515-527 (2016).
- 597 30. Beznoussenko, G.V. & Mironov, A.A. Correlative video-light-electron microscopy  
598 of mobile organelles. *Methods Mol Biol* **1270**, 321-346 (2015).
- 599

# Supplementary material for: Tissue fluidification promotes a cGAS–STING cytosolic DNA response in invasive breast cancer
**Source:** Nat Mater. 2022 Dec 29;22(5):644–55. doi: 10.1038/s41563-022-01431-x
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

- Zen 2.0 Software
- Image Lab software (v 3.0)
- 7500 software (v 2.0.6)
- Metamorph (v 7.8)
- 3DMOD 4.0.11
- Leica Application Suite X
- Harmony software v 4.9.
- Leica LAS AF
- NanoWizard Control Software v.6

#### Data analysis

- Fiji (v 2.3.0)
- MatLab (v R2021b)
- GraphPad PRISM (9.4.1)
- Excel (16.62)
- AFM (Floriana)
- Samtools (1.16.1)
- Picard (v2.22)
- DeepTools (v 3.4.3)
- SPP (v 1.16.0)
- R (v 3.5.2)
- Gviz (1.26.5)

- Bioconductor package DESeq2 (for DGE) version 1.36.0
- Bioconductor package fgsea (v 1.22.0)
- Transcription Factor Enrichment Analysis tool from the X2K Web suite
- Trimmomatic (v 0.39)
- JPK Data Processing Version 6.1.116

All custom code and scripts used in this study are available online: <https://doi.org/10.5281/zenodo.7117355> : Matlab for Nuclei dynamics and mechanics; <https://doi.org/10.5281/zenodo.7124712> : Wound Healing analysis tool; <https://doi.org/10.5281/zenodo.7115350> : plugins Fiji for micronuclei, yH2AX foci, H3K27me3 on NE or upon request from the corresponding authors.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data of MCF10A, MCF10.DCIS.com cells and organoids are deposited in the Gene Expression Omnibus (GEO) and European Genomephenome Archive (EGA), with the respective accession numbers: GSE183479 RNA-seq, GSE183539 SAMMY-seq, GSE183407 ChIP-seq, GSE205108 RNA-seq of Organoids. Other data generated or analysed during this study are provided as Source Data or included in the Supplementary Information and are available from the corresponding authors upon request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to pre-determine sample sizes, which were chosen based on our previous experience on collective cell migration in 2D and 3D (e.g. Nat Mater (2017) 16, 587-596; Nat Mater (2019) 18, 1252-1263; Eur Phys J E Soft Matter 2022 45, 50 ) and in vivo work on cell endocytosis and tumor dissemination (e.g. J Cell Biol (2014) 206, 307-328; Nat Mater (2019) 18, 1252-1263). The exact replication numbers, sample sizes and statistical methods are described in detail in the text. |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Replication     | Data were successfully replicated in at least 3 independent experiments                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Randomization   | In all experiments involving mice, we assigned each mouse randomly to the treatment groups (Injection of control or RAB5A-cells into mammary fat pads). For the experiment with cells, we had two genetically distinct groups (control vs RAB5A) that were treated equally and randomly. For the CLEM experiment, we selected blindly control or RAB5A cells displaying accumulated perinuclear cGAS.                                                                                                                 |
| Blinding        | The experiments were evaluated blindly by the operators                                                                                                                                                                                                                                                                                                                                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

Antibodies (The list below is also included in the supplementary tables section):

Anti LaminB1 Abcam Cat# ab16048 1:1000 WB  
 Anti LaminA/C (636) Santa Cruz Biotechnology Cat# ab7292 1:500 WB  
 Anti STAT2 Thermofisher Cat# ab44-362G 1:500 WB  
 Anti ISG15 Cell Signalling Technology Cat# ab2743 1:1000 WB  
 Anti Vinculin Sigma-Aldrich Cat# V9131 1:1000 WB  
 Anti RAB5A Santa Cruz Biotechnology Cat# ab309 1:500 WB  
 Anti RAB5A Abcam Cat# ab109534 1:100 IHC  
 Anti p-STAT1 (58D6) (Tyr701) Cell Signalling Technology Cat# ab9167 1:1000 WB  
 Anti STAT1 (42H3) Cell Signalling Technology Cat# ab9175 1:1000 WB  
 FITC-conjugated Phalloidin Sigma-Aldrich Cat# P5282 1:50 IF  
 Anti IRF3 (D614C)XP Cell Signalling Technology Cat# 11904 1:1000 WB  
 Anti STING/TMEM173 Novus Biologicals Cat# NBP2-24683 1:500 WB  
 Anti cGAS (D1D3G) Cell Signalling Technology Cat # 15102 1:100 IHC (1:1000 WB)  
 Anti IFIT1 (D2X9Z) Cell Signalling Technology Cat# 14769 1:500 WB  
 Anti Istone H3 trimetil (Lys27)(C36B11) Cell Signalling Technology Cat# 9733 1:1000 IF  
 Anti fosfo gH2AX S139 (20E3) Cell Signalling Technology Cat# 9718 1:500 IHC  
 Anti-Histone H3 (tri methyl K9) antibody Abcam Cat# 8898 3mg for CHIP  
 Recombinant Anti-Histone H3 (tri methyl K9) antibody Abcam Cat# ab176916 3mg for CHIP  
 Anti 53BP1 Abcam Cat# 175933 1:100 IF  
 Anti p-CHK1 (phospho S345) Abcam Cat# ab58567 1:500 IHC  
 Anti  $\alpha$ -Tubulin Sigma-Aldrich Cat# T5168 1:1000 WB  
 Anti fosfo gH2AX S139 (20E3) Abcam Cat# 11174 1:1000 IHC  
 Anti cGAS (clone D1D3G) Cell Signalling Technology Cat#15102 1:100 IHC  
 Anti SUN2 Abcam Cat# ab124916 1:100 IF

Secondary Antibody (Goat Anti-Rabbit Antibody Conjugated to Horseradish Peroxidase) Cell Signalling Technology Cat# 7074 1:3000  
 Secondary Antibody (Goat Anti-Mouse Antibody Conjugated to Horseradish Peroxidase) Cell Signalling Technology Cat# 7076 1:3000  
 DAPI Thermofisher Cat# D-1306 1:5000  
 Hoechst Thermofisher Cat# 62249 1: 20  
 IncuCyte® Nuclight Rapid Red dye Sartorius Cat# 4717 1:1000  
 MitoTracker Red CMXRos Thermofisher Cat# M7512 100 nM  
 Cy3 AffiniPure Donkey Anti-Rabbit IgG (H+L) Jackson ImmunoResearch Cat# 711-165-152 1:400  
 Cy3 AffiniPure Donkey Anti-Mouse IgG (H+L) Jackson ImmunoResearch Cat# 715-165-150 1:400  
 Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 Thermofisher Cat# A32790 1:100  
 Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 Thermofisher Cat# A21202 1:100

## Validation

The specificity of the cGAS antibody for IHC was validated previously by cGAS specific silencing siRNA.

Anti LaminB1 <https://www.abcam.com/lamin-b1-antibody-nuclear-envelope-marker-ab16048.html>  
 Anti LaminA/C (636) <https://www.scbt.com/p/lamin-a-c-antibody-636>  
 Anti STAT2 <https://www.thermofisher.com/antibody/product/STAT2-Antibody-Polyclonal/44-362G>  
 Anti ISG15 <https://www.cellsignal.com/products/primary-antibodies/isg15-antibody/2743>  
 Anti Vinculin <https://www.sigmaaldrich.com/IT/it/product/sigma/v9131>  
 Anti RAB5A NOT more disposable  
 Anti RAB5A <https://www.abcam.com/rab5-antibody-epr5438-early-endosome-marker-ab109534.html>  
 Anti p-STAT1 (58D6) (Tyr701) <https://www.cellsignal.com/products/primary-antibodies/phospho-stat1-tyr701-58d6-rabbit-mab/9167>  
 Anti STAT1 (42H3) <https://www.cellsignal.com/products/primary-antibodies/stat1-42h3-rabbit-mab/9175>  
 FITC-conjugated Phalloidin <https://www.sigmaaldrich.com/IT/it/product/sigma/p5282>  
 Anti IRF3 (D614C)XP <https://www.cellsignal.com/products/primary-antibodies/irf-3-d6i4c-xp-rabbit-mab/11904>  
 Anti STING/TMEM173 [https://www.novusbio.com/products/sting-tm173-antibody\\_nbp2-24683](https://www.novusbio.com/products/sting-tm173-antibody_nbp2-24683)  
 Anti cGAS (D1D3G) <https://www.cellsignal.com/products/primary-antibodies/cgas-d1d3g-rabbit-mab/15102>  
 Anti IFIT1 (D2X9Z) <https://www.cellsignal.com/products/primary-antibodies/ifit1-d2x9z-rabbit-mab/14769>  
 Anti Istone H3 trimetil (Lys27)(C36B11) <https://www.cellsignal.com/products/primary-antibodies/tri-methyl-histone-h3-lys27->

c36b11-rabbit-mab/9733

Anti fosfo gH2AX S139 (20E3) <https://www.cellsignal.com/products/primary-antibodies/phospho-histone-h2a-x-ser139-20e3-rabbit-mab/9718>Anti-Histone H3 (tri methyl K9) antibody <https://www.abcam.com/products?keywords=8898>Recombinant Anti-Histone H3 (tri methyl K9) antibody <https://www.abcam.com/products?keywords=176916>Anti 53BP1 <https://www.abcam.com/products?keywords=+175933>Anti p-CHK1 (phospho S345) <https://www.abcam.com/chk1-phospho-s345-antibody-ab58567.html>Anti  $\alpha$ -Tubulin <https://www.sigmaaldrich.com/IT/it/product/sigma/t5168>Anti fosfo gH2AX S139 (20E3) <https://www.abcam.com/products?keywords=11174>Anti cGAS (clone D1D3G) <https://www.cellsignal.com/products/primary-antibodies/cgas-d1d3g-rabbit-mab/15102>Anti SUN2 <https://www.abcam.com/products?keywords=124916>Secondary Antibody (Goat Anti-Rabbit Antibody Conjugated to Horseradish Peroxidase) <https://www.cellsignal.com/products/secondary-antibodies/anti-rabbit-igg-hrp-linked-antibody/7074>Secondary Antibody (Goat Anti-Mouse Antibody Conjugated to Horseradish Peroxidase) <https://www.cellsignal.com/products/secondary-antibodies/anti-mouse-igg-hrp-linked-antibody/7076>DAPI <https://www.thermofisher.com/order/catalog/product/D1306?SID=srch-srp-D1306>Hoechst <https://www.thermofisher.com/order/catalog/product/62249?SID=srch-srp-62249>IncuCyte® NuLight Rapid Red dye [https://www.sartorius.com/en/search?search=4717#24598\\_24596=4717](https://www.sartorius.com/en/search?search=4717#24598_24596=4717)MitoTracker Red CMXRos <https://www.thermofisher.com/order/catalog/product/M7512>Cy3 AffiniPure Donkey Anti-Rabbit IgG (H+L) <https://www.jacksonimmuno.com/catalog/products/711-165-152>Cy3 AffiniPure Donkey Anti-Mouse IgG (H+L) <https://www.jacksonimmuno.com/catalog/products/715-165-150>Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 <https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A32790>Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 <https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21202>

## Eukaryotic cell lines

Policy information about [cell lines](#)

### Cell line source(s)

MCF10.DCIS.com cells were provided by J. F. Marshall (Barts Cancer Institute, Queen Mary University of London, UK) and maintained in DMEM/F12 (Biowest) supplemented with 5% horse serum (Life Technologies), 2 mM L-Glutamine (EuroClone), 0.5 mg/ml Hydrocortisone (Sigma-Aldrich), 10  $\mu$ g/ml Human insulin (Sigma-Aldrich) and 20 ng/ml EGF (Peprotech). MCF10A cells were a gift from J. S. Brugge (Department of Cell Biology, Harvard Medical School, Boston, USA), originally obtained from ATCC and were maintained in DMEM/F12 (Biowest) supplemented with 5% horse serum (Life Technologies), 2 mM L-Glutamine (EuroClone), 0.5 mg/ml Hydrocortisone (Sigma-Aldrich), 100 ng/ml cholera toxin (Sigma-Aldrich), 10  $\mu$ g/ml Human insulin (Sigma-Aldrich) and 20 ng/ml EGF (Peprotech). HaCaT (ATCC) were maintained DMEM (Lonza) + 10% FBS (Life Technologies) + 2 mM L-Glutamine (EuroClone). Phoenix-AMPHO cells (American Type Culture Collection, CRL-3213) were used as the packaging cell line for the generation of retroviral particles and cultured as recommended by the supplier. HEK293T (BBCF-Biological Bank and Cell factory, INT, Milan) were grown in DMEM (Lonza) supplemented with 10% FBS (Life Technologies) and 2 mM L-Glutamine (EuroClone) and used as the packaging line for lentiviral vectors.

### Authentication

The identity of each of the cell line was verified by fingerprinting by our cell culture facility.

### Mycoplasma contamination

Each of the cell line is tested negative for Mycoplasma by our cell culture facility.

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

We employed immuno-compromised mice; Strain NOD.Cg-PrkdcscidIl2rgtm1Wjl/SzJ (commonly known as the NOD SCID gamma; NSG). The animals were housed at 20–24 degrees in controlled humidity ranging from 45 to 60% and with a 12 hours light cycle.

Methods used with these animals:

Control and RAB5A MCF10.DCIS.com were injected into female NOD.Cg-PrkdcscidIl2rgtm1Wjl/SzJ (commonly known as the NOD SCID gamma; NSG) mice as described previously<sup>99</sup>. Before injection, control or RAB5A-expressing MCF10.DCIS.com cells were trypsin detached, washed twice and resuspended at a final concentration of 300,000 cells/13  $\mu$ l PBS. The cell suspension was then mixed with 5  $\mu$ l growth factor–reduced Matrigel (BD, Cat# 354263) and 2  $\mu$ l Trypan blue solution and maintained on ice until injection. Aseptic conditions under a laminar flow hood were used throughout the surgical procedure. Female NSG mice, 6–9 weeks-old, were anesthetized with 2% isoflurane and injected with a 20  $\mu$ l cell suspension directly in the fourth mammary fat pad. Mice were fed with doxycycline hyclate 4 days after injection. Tumor growth was monitored weekly using digital calipers, and tumor volume was calculated according to the formula:  $L \times W^2/2 = \text{mm}^3$ . After 3 weeks, mice were anesthetized with 2% isoflurane to remove primary tumors (mastectomy). For histological evaluation, primary tumors were fixed in 4% phosphate-buffered formalin and embedded in paraffin. 3- $\mu$ m sections of tumors were made and slides were counterstained with H&E and with indicated antibodies. Fragments of primary tumors were snap frozen on dry ice and stored at  $-80^\circ\text{C}$  before mRNA analysis. For ex vivo MCF10.DCIS.com tumor slices, primary tumors were removed, cut by a scalpel and each tumor slice was placed over a metal grid inserted in a six-well plate to allow tumors to grow on an interface air/culture medium. Before imaging, 2.5  $\mu$ g/ml doxycycline hyclate was added to the tumor slices.

culture media to induce RAB5A expression. Tumor cells were maintained under stimulation for five days, changing the medium every day. Tissue samples were fixed in 10% buffered formalin and embedded in paraffin. 4- $\mu$ m tissue sections were counterstained with H&E and with indicated antibodies.

#### Wild animals

No wild animals were used in the study.

#### Field-collected samples

No field-collected samples were used in the study.

#### Ethics oversight

All animal experiments were approved by the OPBA (Organisms for the well-being of the animal) of IFOM and Cogentech. All experiments complied with national guidelines and legislation for animal experimentation. All mice were bred and maintained under specific pathogen-free conditions in our animal facilities at Cogentech Consortium at the FIRC Institute of Molecular Oncology Foundation and at the European Institute of Oncology in Milan, under the authorization from the Italian Ministry of Health (Autorizzazione N° 604-2016).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

#### Population characteristics

Breast biopsies were collected from women undergoing mastectomy for primary breast cancer at The EUROPEAN INSTITUTE OF ONCOLOGY, MILAN. Donors were informed before the surgery and agreed by written consent to donate tissues. Tumor biopsies were processed immediately upon receipt and cultured as described below. The following samples were used

#### Recruitment

No selection of patient material (breast cancer tissue and fresh samples) was applied.

#### Ethics oversight

The use of human material has been reviewed by European Institute of Oncology Ethical Committees (reference to UID 2152). The permit for obtaining clinical material did not include access to basic information regarding patients and their detailed medical histories are not given to the authors.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

*May remain private before publication.*

GEO datasets are available at:

GSE183407 ChIP-Seq  
GSE205108 RNA-seq of Organoids  
GSE183479 RNA-seq  
GSE183539 SAMMY-seq

#### Files in database submission

Raw sequencing data files (FASTQ), Bigwig files for genomics tracks and BED files for peak calls

#### Genome browser session (e.g. [UCSC](#))

N/A

## Methodology

#### Replicates

H3K9me3 ChIP-seq experiments were replicated with two different antibodies.

#### Sequencing depth

Sequencing was performed in SR mode (1x75nt) on an Illumina NextSeq550 platform, generating on average 35 million SR reads per

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sequencing depth        | sample.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Antibodies              | H3K4me3 Millipore 07-473, H3K27Ac abcam 4729, H3K9me3 ab176916, H3K9me3 ab8898. Immunocomplexes were recovered with 20 µl of pre-blocked Protein G-Dynabeads (Thermo Fisher) for 2 h, at 4°C, and washed twice with RIPA-low salt, twice with RIPA-high salt, twice with RIPA-LiCl and once with 10 mM Tris pH 8.0 and once with 1X TE, as previously reported <sup>90</sup> . The washed immunocomplexes were incubated with ChIP elution buffer (10 mM Tris-HCl pH 8.0, 5 mM EDTA pH 8.0, 300 mM NaCl, 0.4% SDS) supplemented with 0.8 mg/ml Proteinase K for 1 h at 55°C and overnight at 65°C, for reverse crosslinking. The immunoprecipitated DNA was then purified by Qiagen MinElute kit (Qiagen) and eluted in 22 µl EB buffer. ChIP-seq libraries were constructed with TruSeq ChIP Library Preparation Kit (Illumina), according to the manufacturer's instructions and sequenced on Illumina HiSeq2500 platform.                                                                                                                                                                                                                                 |
| Peak calling parameters | Heterochromatin (H3K9me3 enriched) domains were defined using the EDD (v1.1.19) software with parameters (binsize = 200 Kb and gap penalty = 25) processing the filtered bam files obtained as described above. The "required_fraction_of_informative_bins" parameter was set to 0.98. The unalignable regions were defined with the ENCODE Unified GRCh38 Exclusion List (previously "blacklist") and downloaded from ( <a href="https://www.encodeproject.org/files/ENCFF356LFX/">https://www.encodeproject.org/files/ENCFF356LFX/</a> ).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Data quality            | Sequencing reads were trimmed and adapters removed by using Trimmomatic (v0.39) <sup>92</sup> using the following parameters for SAMMY-seq and ChIP-seq data: 2 for seed_mismatch, 30 for palindrome_threshold, 10 for simple_threshold, 3 for leading, 3 for trailing and 4:15 for sliding window and sequence minimum length threshold of 35. As clip file has been used the trimmomatic provided dataset "TruSeq3-SE.fa" (for single end).<br>After trimming, the reads were aligned using BWA (v0.7.17-r1188) <sup>93</sup> etting -k parameter as 2 and using as reference genome the UCSC hg38 one (only canonical chromosomes have been taken into consideration). The alignment duplicates have been marked with Picard (v2.22) ( <a href="http://broadinstitute.github.io/picard/">http://broadinstitute.github.io/picard/</a> ) MarkDuplicates option. And then filtered using Samtools (v1.9) <sup>94</sup> , in addition we filtered all the reads with mapping quality lower than 1, unmapped and read fails platform/vendor quality checks (-F 1540 -q 1). Each sequencing lane has been analysed separately up to this point and then merged. |
| Software                | We used the following software (with respective version numbers) in the preprocessing and analysis of ChIP-seq data: Trimmomatic (v0.39); BWA (v0.7.17-r1188); Picard (v2.22); Samtools (v1.9); R (v3.5.2); SPP (v1.16.0); Gviz (1.26.5); EDD (v1.1.19); DeepTools (v3.4.3)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

# Supplementary material for: Tissue fluidification promotes a cGAS–STING cytosolic DNA response in invasive breast cancer
**Source:** Nat Mater. 2022 Dec 29;22(5):644–55. doi: 10.1038/s41563-022-01431-x

Source data-Uncropped scanned blots Fig. 2D

Figure 2D

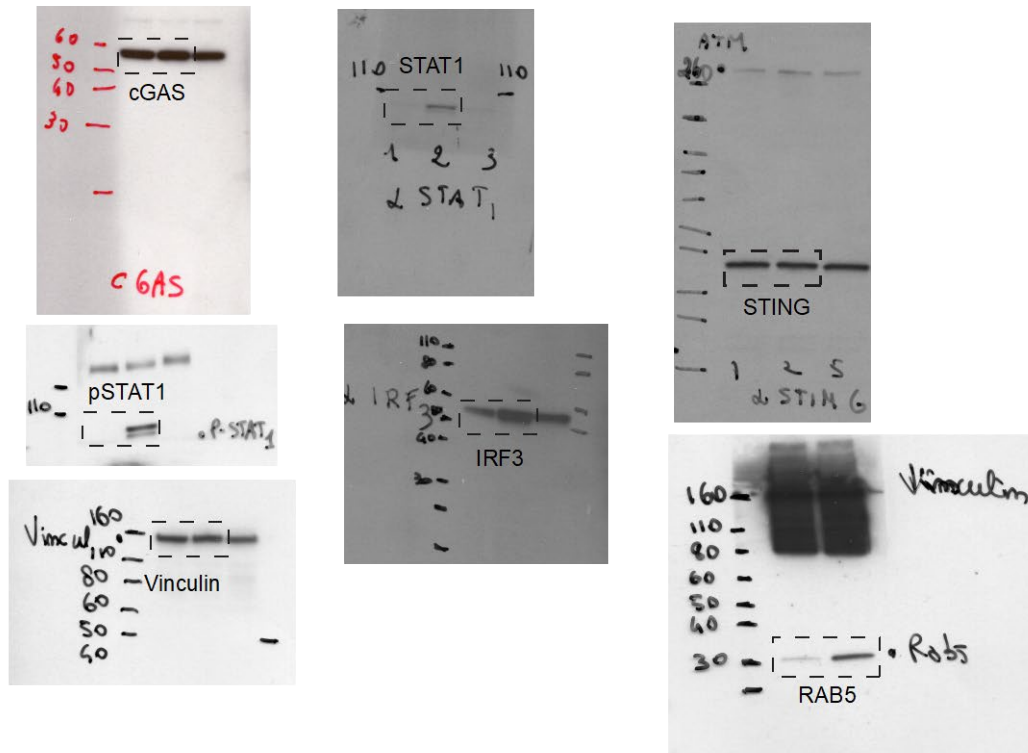

Source data-Uncropped scanned blots Fig. 2K

Figure 2K

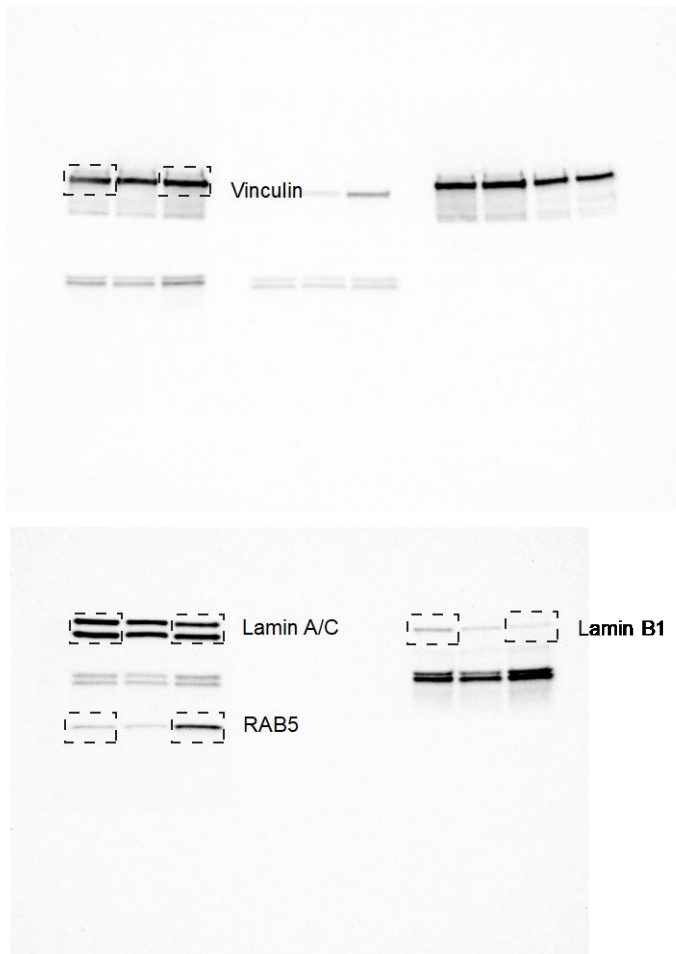

**Supplement:** Source Data Fig. 2 — Uncropped scanned blots.

How the deposited data were processed for this re-analysis (not part of the article)

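RNA from 12 libraries was analysed, 3 CTR and 3 RAB5A replicates each of MCF10.DCIS.com and MCF10A monolayers. The authors deposited raw read counts per gene symbol, made by aligning the reads to GRCh38 with STAR and its gene-counting mode, without normalization or filtering. Each table held 26485 symbols and whole numbers only. The genome annotation, the version of STAR and the strand column kept are not named in the methods. Symbols were placed on GRCh38 with GENCODE v44, which matched 23161 directly and 2234 through an older symbol, and left 1090 without coordinates. Library totals were between 15809298 and 43666592 counts. The 10 genes with the most counts held between 5.12% and 9.67% of a library.
Genes with few counts were removed with edgeR's filterByExpr function, and libraries were scaled by the TMM method. RAB5A was compared with CTR in each cell line by edgeR's robust quasi-likelihood test, with Benjamini–Hochberg adjustment over all genes tested and a threshold of 0.05. Whether the RAB5A effect differs between the lines was tested as an interaction term over all 12 libraries. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of F. CPM values are TMM-normalized means with SD over 3 replicates, and log2 CPM used a prior count of 2. A group whose libraries all held 3 counts or fewer was treated as at the floor, and folds against it are lower bounds. With 3 against 3 libraries the smallest 2-sided exact p is 0.1, so single genes rest on the model.
Gene sets were tested with fgsea on genes ranked by the signed square root of F, with a fixed seed of 20221 and adjustment over 6 sets per line, and with limma's camera test with an estimated correlation between genes. The interferon and cytosolic DNA-sensing lists were written by hand after the Hallmark and KEGG sets of the same name. The resistance signature came from the source data of Extended Data Fig. 10a, and the lists of S-phase and G2M-phase genes from Seurat. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and Seurat 5.3.0.
The comparisons, their tests, the gene lists and the alternatives named next were chosen before the data were examined. Some checks of technical explanations were chosen later, as the closing section says. The alternatives were no filter, at least 10 counts in every library, DESeq2 size factors, the DESeq2 Wald test, the replicate number as a block, a GC correction by loess with a span of 0.3, the block and the GC correction together, 1 fit over all 12 libraries, each library left out in turn, an adjusted p under 0.01, a test against a 1.5-fold change (glmTreat), and other rankings of genes. A DESeq2 fit with a fold change prior and no filter was added after the paper's listed fold changes had been compared, out of 4 DESeq2 fits tried then. The error used to compare enrichment scores with the paper's, a jackknife over the 6 fits that left out 1 library, was also chosen later.
The genes named follow a rule set with the comparisons: genes the paper names for its RNA panels, members of the sets tested, and in each line the 10 with the largest log2 fold change in each direction among those past the threshold with all 3 RAB5A libraries on 1 side of all 3 CTR libraries. From the many genes that meet it, those given in the text were picked after the results had been seen. The pairing of CTR and RAB5A libraries comes from the replicate numbers in the sample labels and is stated nowhere else.
The procedure was tested on simulated data made from these counts, with 200 genes changed. In MCF10.DCIS.com edgeR recovered 92.5% of 200 changed genes, and 6.09% of its calls were false. In MCF10A it recovered 98.0% of 198 genes with 5.83% false calls. The DESeq2 Wald test gave 15.7% and 9.05% false calls. The simulated counts were negative binomial draws with edgeR's own dispersion estimates, which may favour edgeR, and held no GC bias or pairing. Genes with few counts were not among those changed. In the real data far more genes were called, 5638 and 8565, so these rates need not carry over. The PRC2 target set, the search for transcription factors upstream of the top genes, the qRT-PCR panels and the tumoroid samples were not analysed here. Results for a few single genes are not reported here.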

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

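Of the tests in this part, the one on the rise of RAB5A was chosen after the result had been seen. Apart from the genes switched on in both lines, given last with Fisher's exact test, every result here is a difference between the cell lines in the effect of RAB5A, by the interaction term of an edgeR quasi-likelihood fit over 12 libraries, given as MCF10.DCIS.com minus MCF10A on the log2 scale.
The effect differed for 5019 of 15897 genes, 2599 more positive and 2420 more negative in MCF10.DCIS.com, and for 6105 genes with the replicate block. Of 3811 genes called in both lines, 1808 were higher in both, 1350 lower in both and 653 opposite. Under the alternatives the count ran from 4038 to 7432.
Along this difference, fgsea gave normalized enrichment scores of 2.42 for the interferon list (adjusted p = 2.4e-10, 45 genes larger and 10 smaller in MCF10.DCIS.com) and 1.88 for cytosolic DNA sensing (adjusted p = 0.000803, 12 and 3 genes). The scores were 2.17 for the resistance signature (adjusted p = 1.3e-05, fgsea, 24 and 5 genes), 1.67 for S-phase genes (adjusted p = 0.0134, 13 and 1) and 1.97 for G2M-phase genes (adjusted p = 0.000202, 19 and 0). The phase lists fell in both lines, less in MCF10.DCIS.com.
Of 47 genes given in the text with both controls above the floor, 32 differed past the threshold, 24 positively and 8 negatively, and 15 more were left out for a control at the floor. Positive differences among interferon-related genes were IFI27 4.17, ISG15 4.06, OASL 3.62, IFIT1 3.10, LAMP3 3.10, IFIT3 2.91, DDX58 2.84, IRF7 2.30, IRF9 1.58, CSF1 1.29, STAT2 0.92 and MB21D1 0.69. Others were KRT6B 7.33, PLA2G4E 6.33, GSDMA 5.47, ITGA5 4.16, TRPV6 3.62, AREG 2.27, TMPRSS11E 1.41, SNAI2 1.27, AXIN2 1.24, CDH1 0.83, LMNA 0.75 and LMNB1 0.60. Negative differences were FGF18 -7.96, BST2 -4.39, EGF -3.16, CDH2 -2.82, IFI44 -1.25, THBS1 -1.03, COL22A1 -0.65 and TMEM173 -0.58. The difference was not past the threshold for IFI6, at 0.34 (adjusted p = 0.468, edgeR).
An unequal rise of RAB5A mRNA was tested with its own interaction term (adjusted p = 0.874, edgeR), which gave no detectable difference in fold change. The term does not compare levels. The mean RAB5A level was higher in MCF10A in CTR and in RAB5A, so an effect of the level remains open. The GC correction kept 95.3% of the 5019 genes, and leaving out the shallow CTR replicate 3 of MCF10A kept 94.1%, so neither accounts for most of them. Of the 10 ways to split the 6 same-numbered pairs into 3 and 3, the real one gave 5127 genes with pairs as blocks and the 9 others 0, with 20 to 1361 genes at an unadjusted p under 0.05 against 6796 in the real one. That is 1 of 10 splits, the smallest share that 10 splits can give, so the share itself cannot tell the pattern apart from a grouping by chance. The gap between 5127 genes and 0 in each of the 9 others argues against a grouping by chance for the count of these genes. A difference in how the lines respond may explain the pattern, but each line was engineered separately and no uninduced RAB5A library was analysed, so an effect of engineering remains open. The culture media also differed, as the medium of MCF10A held cholera toxin and that of MCF10.DCIS.com did not. An effect of the medium therefore remains open too.
A further 16 genes were silent in the CTR libraries of both lines and present in RAB5A of both, outside the genes the paper discusses. They include ACVRL1, DES, HLA-DPB2, IL21R-AS1, ITGA11, LCN10, LINC00202-2, MGC50722, PLCL1, PTPN7, REC114, SERPING1, SLC6A12, SYP-AS1 and TMEM130, named after their values were seen. Among 9394 genes silent in both controls, 35 and 108 were switched on and 0.402 shared genes were expected (odds ratio 84.4, Fisher's exact test, p = 1.0e-22). None of the 16 is in the interferon list. Independent drift in which every silent gene is equally likely to switch on would give few shared genes. The odds ratio of 84.4 goes against that. The lines share a lineage, so the same genes may switch on more easily in both, and drift among such genes is not excluded. A shared effect of induction or of the construct may also be at work. HLA-DPB2 and LINC00202-2 are pseudogenes, whose reads can be shared with related genes.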

How the results depend on the processing

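No test in this part was chosen after seeing its result, but the DESeq2 fit with a fold change prior and no filter was. It gave 6421 changed genes in MCF10.DCIS.com and 8803 in MCF10A.
In MCF10.DCIS.com the count of 5638 changed genes ran from 3553 to 8052 across the 6 fits that each left out 1 replicate, was 3239 at an adjusted p under 0.01 and 2180 with glmTreat. Both stricter thresholds lower a count by design, and for the replicates the cause was not tested. In MCF10A glmTreat left 4087 of 8565 genes, and leaving out replicates gave 7238 to 9182. The share of higher genes moved by less than 10 points under the alternatives.
The interferon list kept its direction and an adjusted p under 0.05 under every alternative run in both lines, with scores of 2.58 to 3.02 and of 2.00 to 2.69. So did the resistance signature in MCF10.DCIS.com (2.15 to 2.45) and the lists of S-phase and G2M-phase genes in both lines. The cytosolic DNA-sensing list in MCF10.DCIS.com kept a score of 1.53 to 1.90, but camera gave an adjusted p of 0.147, against 0.000373 to 0.0203 from fgsea. In MCF10A the resistance signature was no longer past the threshold with genes ranked by log2 fold change (1.46) or with camera (adjusted p = 0.242, against 0.00131 to 0.0566 from fgsea). The developmental families passed it in MCF10.DCIS.com with at least 10 counts in every library (1.55), with genes ranked by log2 fold change (1.53) and in 3 of the 6 fits that left out 1 replicate, where scores ran from 1.22 to 1.54. They passed it in MCF10A with the block (1.48). The cause was not tested.
Genes of the hand-written interferon list among the top 100 numbered 8 in the main ranking. They numbered 17 with at least 10 counts in every library and 20 when ranked by p-value. Many genes with the largest folds had CTR libraries at the floor, 53 in the main ranking and 5 by p-value. Of the interferon-stimulated genes in the paper's source data, a list picked from these same data, 15 were in the main ranking and 26 in that by p-value.
Reversed directions were those of small changes, and their cause was not tested. In MCF10.DCIS.com EZH2 changed by 0.065 with the GC correction and 0.061 with the block added, TWIST1 by -0.091 and -0.095, and SUZ12 by -0.019 with the block. Leaving out 1 replicate gave -0.20 to 0.33 for SUZ12, -0.079 to 0.25 for TWIST1, -0.23 to 0.10 for LMNA, -0.037 to 0.067 for MB21D1 and -0.015 to 0.25 for TBK1. In MCF10A SNAI1 changed by -0.016 with the GC correction, -0.019 in the fit over 12 libraries and -0.079 to 0.19 with 1 replicate left out. Of the other single-gene results, 1009 kept direction and side of the threshold, 13 became stronger and 1 weaker. With 1 replicate left out, 680 kept both, 7 became stronger and 11 weaker. The shallowest library, CTR replicate 3 of MCF10A, puts the floor at 0.190 CPM, which limits folds of rare transcripts in that line. The folds of MX2 and IFNL1 in MCF10.DCIS.com are limited by the floors of its CTR libraries, 0.0687 to 0.0802 CPM. Genes below 10 counts in any library of a fit have no value under that filter, among them MX2 in both lines and AXIN2, CXCL10 and LAMP3 in MCF10.DCIS.com.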

Differences from the paper's values

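The test of a fold change prior was chosen after the paper's values had been seen. Of 21 values compared, 5 differ. For these 5 the error is the SD of log2 CPM among replicates, pooled over both groups, and not the standard error of the fold change.
The log2 fold change of IFI27 in MCF10.DCIS.com was 7.35 against the paper's 7.02. Of 14 alternatives set before the data were examined, 10 fell within the error: no filter, DESeq2 size factors, the DESeq2 Wald test, the block, the GC correction, both together, the fit over 12 libraries, and leaving out CTR replicate 1, CTR replicate 3 or RAB5A replicate 2. At least 10 counts in every library and leaving out CTR replicate 2, RAB5A replicate 1 or RAB5A replicate 3 did not.
IFIT3 in MCF10.DCIS.com was at 6.36 against the paper's 6.22, and 4 of 14 alternatives closed the gap: the fit over 12 libraries and leaving out CTR replicate 3, RAB5A replicate 1 or RAB5A replicate 3. CXCL10 was at 2.74 against the paper's 2.50, closed by 3 of 13: leaving out CTR replicate 1, CTR replicate 3 or RAB5A replicate 1. AXIN2 was at 2.11 against the paper's 1.65, closed by 0 of 13. BST2 in MCF10A was at 6.52 against the paper's 5.98, closed by 2 of 13: leaving out CTR replicate 3 or RAB5A replicate 2. The remaining alternatives did not close these gaps. A DESeq2 fit with a fold change prior and no filter, chosen after seeing the values, falls on the paper's value for all 5. It used every library of a line and came within 5.00e-06 of the paper for 1999 listed genes in each line. That goes against a left-out library as the source of the gaps, although leaving 1 out brought some values within the error.
The paper states that SNAIL2 was unaffected by RAB5A. The log2 fold change of SNAI2 was -1.19 in MCF10.DCIS.com (adjusted p = 0.000122, edgeR quasi-likelihood test), with 3 of 3 RAB5A libraries below every CTR library.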

Other observations

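Of the tests in this part, those on library size and on the fold change prior were chosen after the result had been seen.
The 6 libraries of a line can be split into 3 against 3 in 10 ways, of which 4 part every same-numbered pair as the real one does, and the other 6 part 1 pair. For the count of changed genes, 1 of 4 splits was as large as the real one in either line, the real one itself. The others gave 0 genes, and 2, 13 and 9 at an unadjusted p under 0.05 in MCF10.DCIS.com against 7108, and 40, 4 and 33 in MCF10A against 9254. The share was also 1 of 4 for genes of the interferon list in the top 100, for the score of that list and for the resistance signature, in each line tested. It was 2 of 4 for S-phase and G2M-phase genes in both lines and for cytosolic DNA sensing and the developmental families in MCF10.DCIS.com, and 3 of 4 for these last in MCF10A. A share of 1 of 4 is the smallest that 4 splits can give, so the share itself cannot tell these results apart from a grouping by chance. The changed genes numbered 5638 in the real split of MCF10.DCIS.com and 8565 in that of MCF10A, against 0 in every other split. For the changed genes, these numbers argue against a grouping by chance. The sets at 2 or 3 of 4 were matched by other splits. Every split but the real one puts 2 libraries of a treatment with 1 of the other, so it still holds part of the RAB5A effect, and a matching set score does not speak against that effect. Among the 6 splits that part 1 pair, 2 in MCF10.DCIS.com and 1 in MCF10A gave a larger score for the interferon list than the real split.
RAB5A replicate 2 of MCF10.DCIS.com lay farther from its group than the other libraries. Its deviation correlated with gene GC content (r = 0.552 across genes), while its total of 42054915 was within the range of the others and its deviation did not follow the RAB5A effect (r = -0.0166). Its RAB5A count was the lowest of its group, at 2665 against 4780 and 4228 in replicates 1 and 3. A weaker induction of RAB5A in this library therefore remains open. GC bias is a candidate explanation, but it does not single out this library: the r was -0.644 for RAB5A replicate 1 of the same group, -0.543 for RAB5A replicate 1 of MCF10A and 0.463 for CTR replicate 2 of MCF10A. CTR replicate 3 of MCF10A had an r of -0.535 with GC content and the lowest total, 15809298, and the 2 explanations cannot be separated.
More genes were switched on than off by RAB5A: 56 against 5 in MCF10.DCIS.com (ratio 11.2) and 198 against 18 in MCF10A (ratio 11). With all libraries down-sampled to 15809298 counts, 117 genes were on and 28 off in MCF10.DCIS.com (ratio 4.18). In MCF10A 309 were on and 43 off (ratio 7.19), so an excess remained in both lines. More genes were called in both directions, because a floor of 3 counts then stands at a higher CPM. Only depth was changed, so the fall of the ratios follows from it. Whether it acts through the higher floor or through the equal library sizes was not separated. Genes on and off differed in median GC content by 1.19 points in MCF10.DCIS.com and by 8.53 points in MCF10A, where GC bias remains a possible explanation. The interferon list held 0 and 3 of the genes switched on. The list does not include MX2, which had no count in CTR MCF10.DCIS.com cells and was present in RAB5A.
GSDMA rose in both lines. The 9 genes tested within 200 kb changed by a median of -0.18 in MCF10.DCIS.com, from -1.35 to 1.85, which goes against a change of the whole neighbourhood. GSDMB and ORMDL3, named after their values were seen, rose by 1.85 and 1.05 there and by 1.93 and 1.47 in MCF10A.
LMNB1 fell by 0.87 in MCF10.DCIS.com and by 1.47 in MCF10A (adjusted p = 0.00548 and 3.0e-06, edgeR quasi-likelihood test, all 3 RAB5A libraries below all CTR libraries in both). Among 97 S-phase and G2M-phase genes it lay at percentile 40.2 and 36.1, so fewer cycling cells remain a candidate explanation. LMNA changed by -0.028 in MCF10.DCIS.com (adjusted p = 0.916) and -0.78 in MCF10A (adjusted p = 0.000806, edgeR).
In MCF10.DCIS.com the log2 fold changes of CDH2, ZEB1 and EGF were 2.25, 1.83 and 1.56 (adjusted p = 0.000101, 0.00767 and 0.00185, edgeR), MMP13 was at least 137-fold higher, and CDH1 did not pass the threshold (0.20, adjusted p = 0.336). In MCF10A CDH2 rose by 5.08 and CDH1 fell by 0.62 (adjusted p = 0.000974, edgeR), and SNAI2 fell by 2.46 (adjusted p = 1.6e-07).
S-phase and G2M-phase genes had fgsea scores of -2.21 and -2.84 in MCF10.DCIS.com and -2.34 and -3.01 in MCF10A (adjusted p = 3.1e-06, 4.4e-15, 8.7e-07 and 1.1e-18). In MCF10A the scores were -1.0 for cytosolic DNA sensing (adjusted p = 0.463), 1.72 for the resistance signature (adjusted p = 0.00565) and 1.21 for the developmental families (adjusted p = 0.219, fgsea for all).
For 1999 genes listed with fold changes in each line, a DESeq2 fit within the line with a fold change prior and no filter came within 5.00e-06 of the paper's values. It was chosen after seeing them, out of 4 DESeq2 fits. Without the prior, 301 and 319 genes differed by more than 0.5, and with 12 libraries in the fit and the prior 80 and 81 did.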
